# Cdo1-Camkk2-AMPK axis confers the protective effects of exercise against NAFLD in mice

**DOI:** 10.1038/s41467-023-44242-7

**Published:** 2023-12-18

**Authors:** Min Chen, Jie-Ying Zhu, Wang-Jing Mu, Hong-Yang Luo, Yang Li, Shan Li, Lin-Jing Yan, Ruo-Ying Li, Liang Guo

**Keywords:** Mechanisms of disease, Metabolic syndrome, Non-alcoholic fatty liver disease

## Abstract

Exercise is an effective non-pharmacological strategy for ameliorating nonalcoholic fatty liver disease (NAFLD), but the underlying mechanism needs further investigation. Cysteine dioxygenase type 1 (Cdo1) is a key enzyme for cysteine catabolism that is enriched in liver, whose role in NAFLD remains poorly understood. Here, we show that exercise induces the expression of hepatic Cdo1 via the cAMP/PKA/CREB signaling pathway. Hepatocyte-specific knockout of Cdo1 (Cdo1^LKO^) decreases basal metabolic rate of the mice and impairs the effect of exercise against NAFLD, whereas hepatocyte-specific overexpression of Cdo1 (Cdo1^LTG^) increases basal metabolic rate of the mice and synergizes with exercise to ameliorate NAFLD. Mechanistically, Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby activating AMPK signaling. This promotes fatty acid oxidation and mitochondrial biogenesis in hepatocytes to attenuate hepatosteatosis. Therefore, by promoting hepatic Camkk2-AMPK signaling pathway, Cdo1 acts as an important downstream effector of exercise to combat against NAFLD.

## Abstract (web summary)

The role of Cdo1 in exercise-mediated metabolic health and NAFLD is not clear. Here, the authors show that hepatic Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby activating AMPK signaling to blunt hepatosteatosis and to promote exercise-mediated alleviation of NAFLD in mice.

## Introduction

Nonalcoholic fatty liver disease (NAFLD) is a progressive liver disease characterized by excessive intrahepatic fat storage (hepatic steatosis)^1^. Although it begins initially as asymptomatic fatty liver, NAFLD can progress to more severe diseases including non-alcoholic steatohepatitis, cirrhosis, and hepatocellular carcinoma^2–4^. Despite being an important target for the pharmacological industry, there are no approved pharmacotherapies for NAFLD^5,6^. Exercise is regarded as a currently effective non-pharmacological strategy for alleviating NAFLD^7^, which promotes hepatic lipid catabolism, improves insulin resistance, and more importantly improves NAFLD-related metabolic disorders^8,9^.

A randomized clinical trial of exercise-only trials in patients with NAFLD showed that structured exercise (vigorous moderate exercise, 150 minutes per week) reduced relative liver fat by 35% to 40% among patients with NAFLD^10^. A systematic review with meta-analysis of 12 pooled data from controlled adult human trials showed clear evidence for an apparent benefit of exercise against NAFLD^11^. A systematic review of 54 randomized controlled trials (RCTs) examined the impact of exercise intervention programs on selected cardiometabolic health indicators in adults with overweight or obesity. The results showed that intrahepatic fat decreased significantly after exercise interventions^12^. A meta-analysis incorporating data from 21 RCTs with a collective total of 1530 participants demonstrated that exercise interventions with a cumulative workload exceeding 10,000 kcal produced significant improvements in intrahepatic fat deposit^13^. A meta-analysis of 14 RCTs (551 subjects) revealed that exercise training subjects were more likely to achieve ≥30% relative reduction in magnetic resonance imaging (MRI)-measured liver fat than those in the control condition^14^. In a meta-analysis of 28 randomized trials, strong evidence was found that physical activity, independently from diet change, was associated with a significant reduction in intrahepatic lipid content and with reductions in alanine aminotransferase (ALT) and aspartate aminotransferase (AST)^15^. However, there is far less data available on how exercise impacts NAFLD, and the underlying mechanism of the positive effects of exercise on the alleviation of NAFLD is still incompletely understood.

NAFLD is a primary metabolic disease state with an increasing prevalence rate but can be prevented with regular exercise^8,9,16,17^. Exercise has a powerful effect in the prevention and treatment of NAFLD, and it is even proved to be more effective than some low-performing pharmacological agents^18–21^. Regular exercise can improve NAFLD through both acute events and chronic adaptations driven by each exercise bout^7,10^. During exercise, a complex cellular and molecular network will be created and regulated, which contribute to the metabolic health effects of exercise^22–25^. Over the past years, a growing body of work has implicated hundreds or even thousands of molecules regulated by exercise that are involved in the regulation of whole-body metabolism^26–30^. Nevertheless, only a few of them had been characterized and had their biological functions in exercise been demonstrated^22,23,25^. Therefore, identification of the cellular and molecular signaling affected by exercise may lead to the development of therapeutic approaches that can, to some extent, mimic the effects of exercise for the prevention and treatment of NAFLD.

Cysteine dioxygenase type 1 (Cdo1) is a key enzyme for cysteine catabolism and the synthesis of taurine. Its expression is enriched in liver and adipose tissue, and is also found to be expressed in some other tissues^31^. Cdo1 is involved in a spectrum of physiological processes including adipogenesis^32^, osteoblastic differentiation^33^, redox homeostasis^34^, fertility^35^, bile acid metabolism^36^, sulfide metabolism^35^, etc. In pathophysiological processes, the methylation degree of Cdo1 promoter is associated with the progression and malignancy of tumors^11^. In addition, Cdo1 also improves metabolic disorders by taurine^37^ and neurodegenerative diseases by regulating cysteine levels^38^. Notably, adipose tissue specific loss- and gain-of function experiment in mice showed that Cdo1 ameliorated diet-induced obesity and related metabolic disorders by promoting lipolysis^39^. These data indicate that Cdo1 is involved in a variety of physiological and pathophysiological processes. Yet, hitherto, few data have been available on the role of hepatic Cdo1 in NAFLD. Accumulating studies support the idea that fatty acid oxidation (FAO) and mitochondrial dysfunction are major players throughout the development of NAFLD^9,40,41^. Moreover, regular exercise exerts beneficial effects on improving mitochondrial function and FAO^9^. In this study, it was found that hepatic Cdo1 was induced by exercise. Hepatic Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby activating AMPK signaling. This enhances mitochondrial biogenesis and FAO to inhibit hepatic steatosis. Our results demonstrate a pivotal role of hepatic Cdo1 in exercise-mediated improvement of NAFLD in mice.

## Results

### Hepatic Cdo1 is induced through the cAMP/PKA/CREB pathway during exercise in mice

To investigate the effect of exercise on Cdo1 expression, wild type C57BL/6 mice fed with chow diet (CD) were subjected to an established protocol of aerobic exercise (treadmill training) for 8 weeks (Fig. 1a), and it was found that the expression of Cdo1 in liver can be significantly upregulated after exercise (Fig. 1b, c). Cyclic AMP (cAMP), as an exercise response factor, can activate cyclic-AMP response element binding protein (CREB) through protein kinase A (PKA) and thus promotes the transcription of target genes^42,43^. Consistent with the previous findings^43^, exercise increased the content of cAMP and significantly increased CREB phosphorylation in liver (Fig. 1c–e). Because CREB is a transcription factor, the transcriptional role of CREB in Cdo1 expression was investigated. Our chromatin immunoprecipitation (ChIP) data revealed that CREB can bind to the promoter of Cdo1, and the binding to Cdo1 promoter is enhanced after treatment with Forskolin (Fig. 1f). Interestingly, a putative CREB binding sequence in the genomic regions of Cdo1 promoter was identified (Fig. 1g), indicating that transcription of Cdo1 may be directly regulated by CREB. Then, we constructed the Cdo1 promoter luciferase reporter gene and found that CREB enhanced the luciferase activity in a dose-dependent manner (Fig. 1h). When we mutated the site of Cdo1 promoter that could bind to CREB, the ability of CREB to enhance the luciferase activity was significantly weakened (Fig. 1g-i). Furthermore, *Cdo1* mRNA and protein levels were significantly up-regulated after Forskolin treatment in primary hepatocytes (Fig. 1j-l) and HepG2 cells (Fig. 1m-o). These results indicate that exercise can lead to the induction of hepatic Cdo1 through the cAMP/PKA/CREB pathway.

**Fig. 1:**
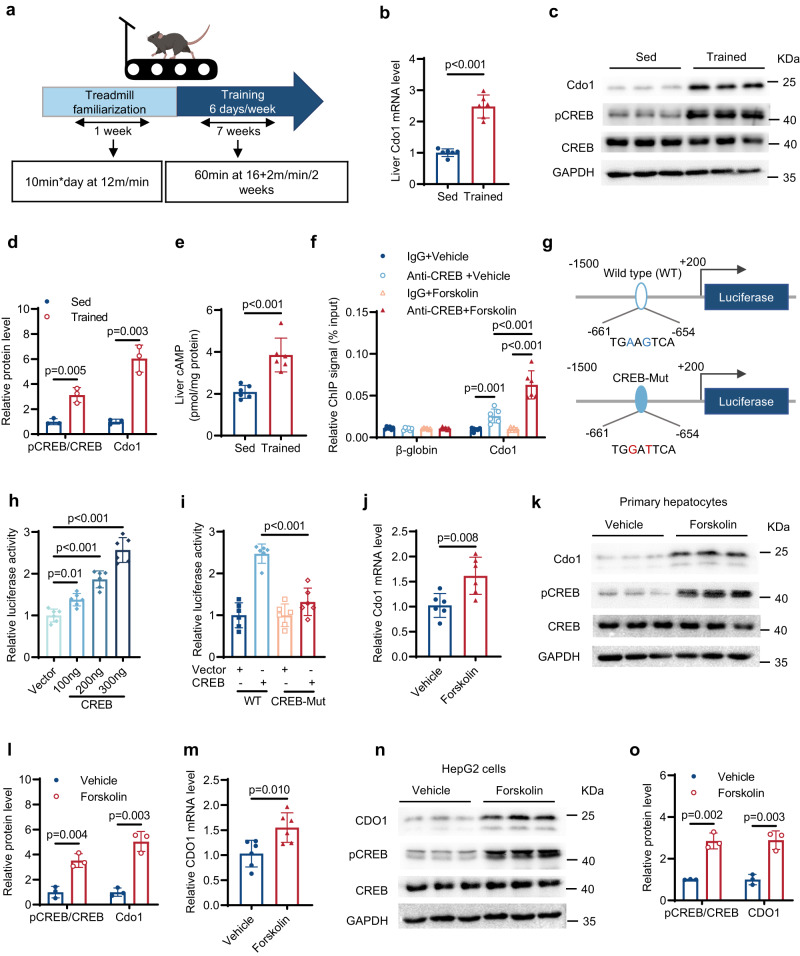
Hepatic Cdo1 is induced through the cAMP/PKA/CREB pathway during exercise in mice. **a** Treadmill training in chow diet-fed 8-week-old mice. The representing mouse model was created using BioRender.com. **b–e** Liver samples were isolated from the male mice after the exercise program shown in **a** is done. **b** The liver messenger RNA (mRNA) level of *Cdo1* (*n* = 6 mice per group). **c** Western blotting of mice liver lysates (*n* = 3 mice per group). **d** Quantification of western blotting results of **c**. **e** The cAMP level in mice liver (*n* = 6 mice per group). **f** CREB enrichment on the indicated gene promoters (*n* = 6 independent biological replicates). The β-globin gene promoter serves as a negative control. **g** Schematic representation of Cdo1 proximal promoter constructs used for luciferase assays. The predicted consensus of CREB-binding site is shown in the WT luciferase construct. The red letters indicate mutations of the CREB-binding site in the CREB-Mut construct. **h**, **i** Luciferase activities were measured in HEK293T cells. Data were normalized to the vector group (*n* = 6 independent biological replicates). **h** Cells were transiently transfected with WT (Wild type) reporter construct as shown in **g**, along with different amounts of CREB expression vector. **i** Cells were transiently transfected with WT or CREB-Mut reporter construct, along with control vector or CREB expression vector. **j**–**o** Primary mice hepatocytes or HepG2 cells were treated with 10 μM Forskolin for 12 h. **j** The mRNA level of *Cdo1* in primary hepatocytes (*n* = 6 independent biological replicates). **k** Western blotting of primary hepatocytes lysates (*n* = 3 independent biological replicates). **l** Quantification of western blotting results of **k**. **m** The *CDO1* mRNA level in HepG2 cells (*n* = 6 independent biological replicates). **n** Western blotting of HepG2 lysates (*n* = 3 independent biological replicates). **o** Quantification of western blotting results of **n**. Unpaired two-tailed t tests were performed in **b,** **d,** **e,** **j,** **l,** **m** and **o**; one-way analysis of variance plus Tukey’s post hoc tests were performed in **h** and **i**; two-way analysis of variance plus Tukey’s post hoc tests were performed in **f**. All data show the means ± SD. Source data are provided as a Source Data file.

### Hepatocyte-specific knockout of Cdo1 (Cdo1LKO) impairs exercise-mediated alleviation of fatty liver in mice

To determine whether hepatic Cdo1 is potentially involved in NAFLD pathogenesis, an analysis of the published microarray data generated from the liver tissue of obese mice (GSE83596) and RNA sequencing (RNA-seq) data from the livers of patients (GSE126848) with or without NAFLD in the Gene Expression Omnibus (GEO) database was performed. *Cdo1* expression was significantly lower in the livers of high-fat diet (HFD)-fed mice compared with chow diet (CD)-fed mice (Fig. 2a). Moreover, hepatic *CDO1* was also significantly lower in NAFLD patients compared to non-NAFLD individuals (Fig. 2b). Furthermore, our data also showed that hepatic *Cdo1* mRNA and protein in high-fat diet (HFD)-induced NAFLD mice were expressed at significant lower levels than those in control chow diet (CD)-fed mice (Supplementary Fig. 1a-g and Fig. 2c).

**Fig. 2:**
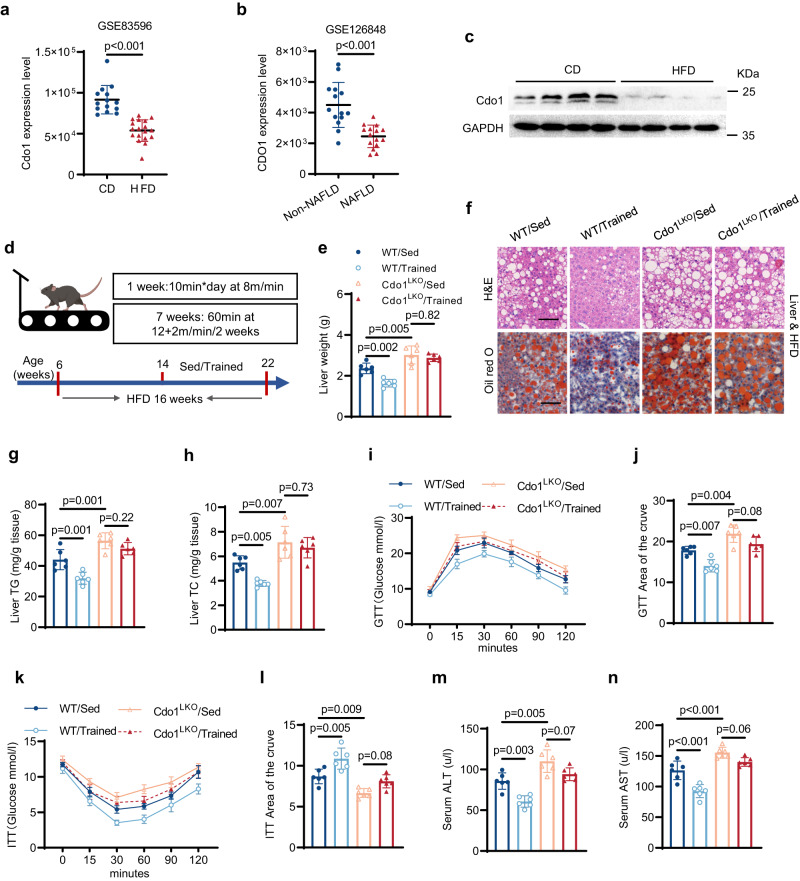
Hepatocyte-specific knockout of Cdo1 (Cdo1^LKO^) impairs exercise-mediated alleviation of fatty liver in mice. **a** Scatter diagram indicating the relative *Cdo1* gene expression level in the high-fat diet (HFD)-fed mice group relative to the normal chow diet (CD)-fed controls from the GEO database in a microarray assay (*n* = 14 mice in CD group, and *n* = 18 mice in HFD group). **b** Scatter diagram indicating the relative *CDO1* gene expression level in patients with non-NAFLD people and NAFLD patients from the GEO database in high-throughput RNA sequencing (*n* = 14 individuals in non-NAFLD group, and *n* = 15 individuals in NAFLD group). **c** 6-week-old male mice were fed CD or HFD for 16 weeks before being sacrificed. The mice liver lysates were analyzed by western blotting (*n* = 4 mice per group). **d** 6-week-old Cdo1^flox/flox^ (WT) and Cdo1^LKO^ male mice were fed HFD for 16 weeks, with or without exercise in the last 8 weeks. The intervention program is illustrated. The representing mouse model was created using BioRender.com. **e**–**n** Mice were treated as described in **d** before being sacrificed for analysis (*n* = 6 mice per group). **e** Mice liver weights. **f** Representative images of hematoxylin and eosin (H&E) staining and Oil Red O staining of liver sections. Experiments were performed 3 times and similar results were obtained. Scale bars, 50 μm. **g**, **h** Triglyceride (TG) and cholesterol (TC) levels in mice livers, respectively. **i** Glucose tolerance test (GTT) was performed in mice under 14 weeks of HFD feeding. **j** Analysis of the GTT data in **i**, with subtraction of the basal glucose to generate an area of the curve (AOC). **k** Insulin tolerance test (ITT) was performed in mice fed with HFD for 15 weeks. **l** Analysis of the ITT data in **k** with AOC. **m,** **n** Serum alanine aminotransferase (ALT) and serum aspartate aminotransferase (AST) levels in mice, respectively. Unpaired two-tailed t tests were performed in **a** and **b**; two-way analysis of variance plus Tukey’s post hoc tests were performed in **e,** **g,** **h,** **j** and **l**–**n**. All data show the means ± SD. Source data are provided as a Source Data file.

Our data encouraged us to investigate whether hepatic Cdo1 deficiency can affect exercise-mediated alleviation of fatty liver in mice. We generated hepatic-specific Cdo1 knockout (Cdo1^LKO^) mice and the control Cdo1^flox/flox^ mice (WT control) (Supplementary Fig. 2a). The mice were fed with HFD for 16 weeks to construct NAFLD model. From the 9th week of HFD feeding, mice were subjected to an established protocol of exercise in rodents for 8 weeks (Fig. 2d). And incremental-load exhaustive exercise testing on a treadmill was conducted. As shown in Supplementary Fig. 2b, 8 weeks of exercise training led to significant increase of the running time to exhaustion in both WT and Cdo1^LKO^ mice, which indicates that exercise training did enhance the exercise capacity of the mice. Compared with the non-exercise group of mice (Sed), treadmill exercise (Trained) significantly decreased body weight gain (Supplementary Fig. 2c, d), liver weight (Fig. 2e) of the mice. The WT/Trained mice livers had less lipid accumulation compared with WT/Sed mice, which was determined by H&E staining, Oil red O staining, triglycerides (TG) and cholesterol (TC) levels of mice liver (Fig. 2f–h). Meanwhile, compared with WT/Sed mice, the WT/Trained mice exhibited higher glucose tolerance and better insulin sensitivity (Fig. 2i–l), as well as lower serum level of alanine aminotransferase (ALT) and aspartate aminotransferase (AST) (Fig. 2m, n). However, Cdo1^LKO^ led to more severe fatty liver phenotypes and blunted the role of exercise in the decrease of body weight gain (Supplementary Fig. 2c, d), and the alleviation of diet-induced hepatic steatosis and related metabolic disorders in mice (Fig. 2e–n). In addition, metabolic chamber measurements were performed in mice. Compared to their WT companions, Cdo1^LKO^ mice had significant lower O_2_ consumption rates, CO_2_ emission levels and heat production (Supplementary Fig. 2e–g). However, Cdo1^LKO^ did not affect food intake and physical activity of the mice (Supplementary Fig. 2h, i). Thus, decreased energy expenditure may contribute to the increased body weight gain which was mediated by Cdo1^LKO^. Because insulin sensitivity is affected by Cdo1^LKO^ and exercise training, we further examined the insulin-stimulated Akt-Ser473 phosphorylation in HFD-fed mice liver. As shown, exercise enhanced insulin-induced Akt phosphorylation in the liver, which was attenuated by hepatic deficiency of Cdo1 (Supplementary Fig. 2j, k). Cdo1 can metabolize cysteine to generate taurine^31^. Therefore, we examined the levels of cysteine and taurine in the liver and found that neither exercise nor Cdo1^LKO^ affected the levels of hepatic cysteine and taurine significantly (Supplementary Fig. 2l, m). We speculate that after the specific knockout of Cdo1 in the liver, Cdo1 existed in other tissues (such as fat, pancreas, etc.) may play a compensatory role in metabolizing cysteine. Taken together, these results above demonstrate an important role of hepatic Cdo1 in exercise-mediated alleviation of NAFLD in mice.

### Cdo1-regulated AMPK signaling is involved in exercise-mediated alleviation of fatty liver in mice

We next investigate the critical signaling pathways that are affected by Cdo1^LKO^ in mice livers. We performed RNA sequencing (RNA-seq) to explore the differentially expressed genes (DEGs) in the wild-type and Cdo1^LKO^ mice livers under the HFD-feeding condition. A total of 630 genes were significantly upregulated and 672 genes were notably downregulated in the samples of Cdo1^LKO^ mice compared to control mice (Fig. 3a). The Gene ontology (GO) analysis revealed that DEGs were enriched in several biological processes, including positive regulation of lipid metabolism and mitochondrial respiratory chain complex assembly (Fig. 3b). This suggests that Cdo1 may regulate fatty acid metabolism as well as mitochondrial biosynthesis. Further studies indicated that the expression of some important FAO genes and mitochondrial biosynthesis genes was inhibited by Cdo1^LKO^ in mice livers (Fig. 3c). And mitochondrial DNA copy number in mice livers was also decreased by Cdo1^LKO^ (Fig. 3d). However, the genes related to lipogenesis was not affected by Cdo1^LKO^ (Supplementary Fig. 2n). Furthermore, exercise could promote the expression of FAO genes and mitochondrial biosynthesis genes (Fig. 3c), and upregulate hepatic mitochondrial DNA copy number (Fig. 3d), but these effects were all blunted by Cdo1^LKO^. Similarly, the electron microscopic results showed that exercise could significantly increase the amount of mitochondria and improve the morphology of mitochondria in liver cells of control mice, while Cdo1^LKO^ caused swelling and rupture of mitochondria, and exercise could not improve the ultrastructure of mitochondria in the liver cells of Cdo1^LKO^ mice (Fig. 3e).

**Fig. 3:**
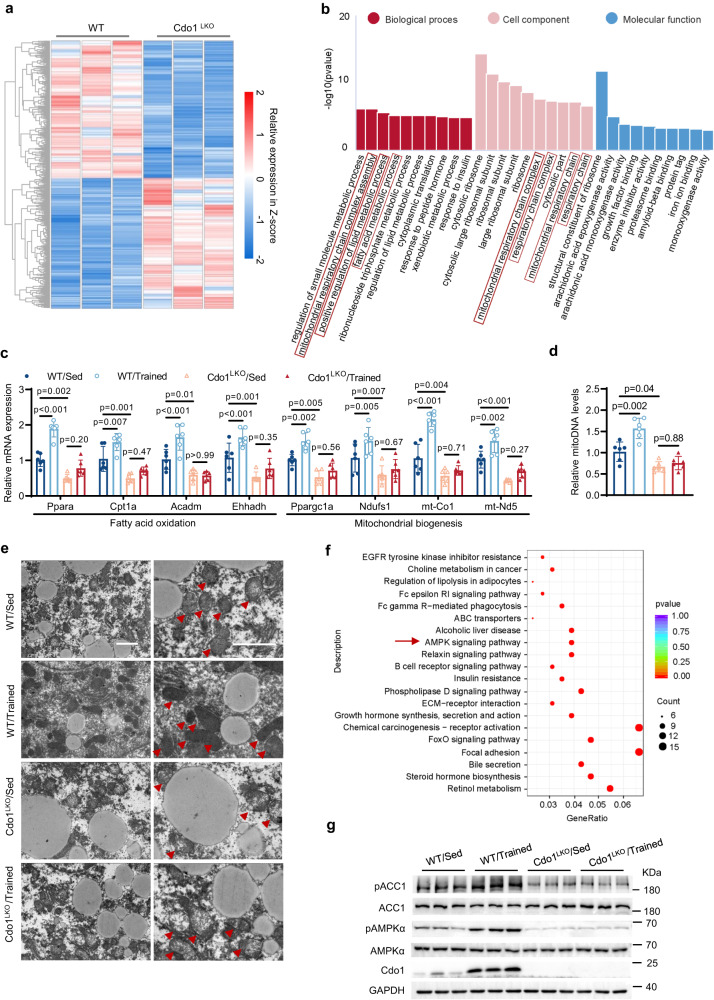
Cdo1-regulated AMPK signaling is involved in exercise-mediated alleviation of fatty liver in mice. **a** Heatmaps representing the upregulated and downregulated genes (Cdo1^LKO^ vs WT) in the livers of HFD (High-fat diet)-fed mice without exercise which was obtained from the RNA sequencing (RNA-seq) data (*n* = 3 mice per group, *p* < 0.05). **b** Gene ontology (GO) pathway analysis based on the RNA-seq data as described in **a** (*p* < 0.05). **c–g** Mice were treated as described in Fig. 2d. **c** The mRNA levels of the indicated genes were determined in mice livers (*n* = 6 mice per group). **d** The mitochondrial DNA (mitoDNA) levels in mice livers (*n* = 6 mice per group). **e** Transmission electron microscopic analysis (HITACHI HT7800) of mice livers. Scale bar: 2μm. Arrowheads indicate the mitochondria. Experiments were performed 3 times and similar results were obtained. **f** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of downregulated genes based on RNA-seq data in **a** (*p* < 0.05). “Count” means the number of genes that are in the corresponding KEGG pathway. **g** The mice liver lysates were analyzed by western blotting (*n* = 3 mice per group). Two-sided Wald tests without adjustment were performed in **a,** **b** and **f**. Two-way analysis of variance plus Tukey’s post hoc tests were performed in **c** and **d**. All data show the means ± SD. Source data are provided as a Source Data file.

The Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis revealed that these upregulated genes (Cdo1^LKO^ vs control WT) were enriched in a variety of pathways, including nuclear factor kappa-B (NF-κB) signaling pathway and C-type lectin receptor signaling pathway (Supplementary Fig. 2o), whose roles in Cdo1-regulated hepatic homeostasis of lipid metabolism merits further investigation. And the downregulated genes were significantly enriched in multiple pathways, including AMP-activated protein kinase (AMPK) pathways (Fig. 3f). Next, we examined the signal of AMPK in mice livers. The western blotting results showed that the phosphorylated (p)-AMPKα (Thr172) level increased and the level of phosphorylated acetyl CoA carboxylase 1 (p-ACC1) was also increased by exercise, but those effect were abolished by Cdo1^LKO^ (Fig. 3g and Supplementary Fig. 2p). It is known that AMPK can promote the expression of mitochondrial biosynthesis and FAO genes, and thus alleviate hepatocyte steatosis^44,45^. Furthermore, the AMPK signaling pathway is thought to be critical in the alleviation of NAFLD by exercise^31,46^. Thus, hepatic Cdo1 could promote FAO and mitochondrial biogenesis to inhibit hepatic steatosis, in which AMPK signaling could be involved.

### Cdo1 deficiency exacerbates hepatocytes steatosis in vitro

We further evaluated the role of Cdo1 in hepatic steatosis by treating primary hepatocytes from Cdo1^flox/flox^ mice with oleic acid (OA) and palmitic acid (PA). In primary hepatocytes, the accumulation of lipid droplets, as observed by Nile Red and TG assay, increased significantly after the intervention of OA and PA (Supplementary Fig. 3a, b). The primary hepatocytes were treated with adenovirus harboring Cre (AD-Cre) to knock out Cdo1 or adenovirus harboring β-galactosidase gene z (AD-LacZ) as a control. Compared to control hepatocytes, lipid accumulation was significantly increased in Cdo1 knockout (KO) hepatocytes after OA and PA treatment (Fig. 4a and Supplementary Fig. 3c). Based on the results in Fig. 3, we hypothesized that impaired AMPK signaling could be involved in Cdo1 deficiency-induced hepatic steatosis. Therefore, we measured AMPK activity and its downstream factor ACC1. Compared to control hepatocytes, p-AMPKα and p-ACC1 protein levels were reduced in Cdo1 KO hepatocytes (Fig. 4b and Supplementary Fig. 3d). AMPK signaling is known to promote FAO and mitochondrial biogenesis to protect against hepatosteatosis. Consistently, expression of genes encoding FAO and mitochondrial biogenesis, including *Pparα, Cpt1a, Ppargc1a, mt-Co1*, were down-regulated in Cdo1 KO hepatocytes (Fig. 4c). In line with this, Cdo1 KO substantially decreased mitochondrial biogenesis (Fig. 4d) and the copy number of mitochondrial DNA (Fig. 4e) in primary hepatocytes. Next, we explored the effects of Cdo1 KO on mitochondrial function. Notably, Cdo1 KO cells exhibited a significantly lower capacity for basal respiration and maximal respiration (Fig. 4f), indicating that Cdo1 KO resulted in lower mitochondrial activity. In addition, the mitochondrial FAO rate was also decreased (Fig. 4g). Moreover, we used small interfering RNA (siRNA) transfection to knock down CDO1 in HepG2 cells and similar results were obtained (Fig. 4h-n and Supplementary Fig. 3e-h). These in vitro data indicate that Cdo1 deficiency in hepatocytes decreases mitochondrial biogenesis and FAO, thereby exacerbating hepatosteatosis.

**Fig. 4:**
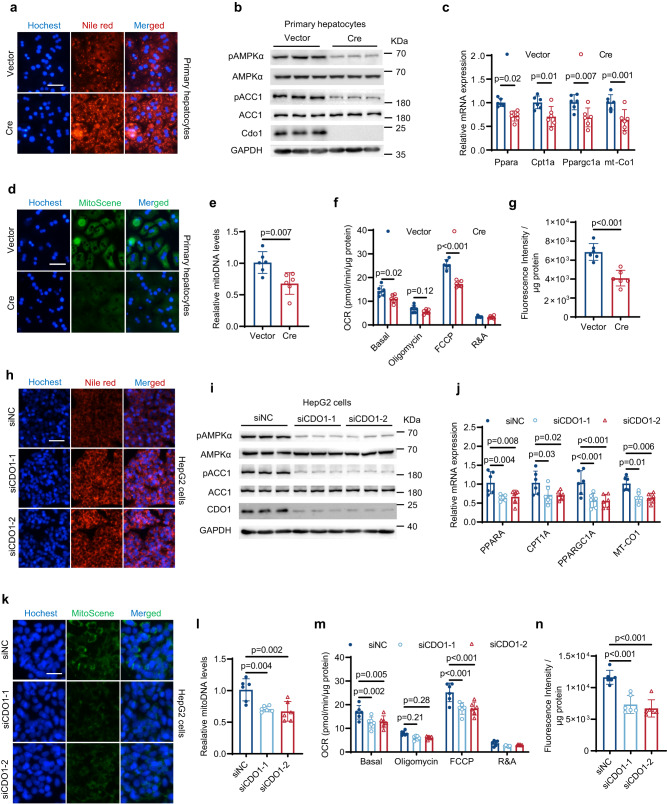
Cdo1 deficiency exacerbates hepatocytes steatosis in vitro. From **a–g** Cdo1^flox/flox^ loci-containing primary hepatocytes were infected with adenovirus harboring Cre (AD-Cre) for the ablation of Cdo1. After 24 h, cells were treated with a mixture of 0.6 mM FFAs (oleate and palmitate) at a final ratio of 2:1 for 24 h. Then cells were harvested and analyzed. *n* = 3 independent biological replicates for western blotting. *n* = 6 independent biological replicates for other experiments. **a** Nile red and Hoechst staining of the cells. Scale bars, 50 μm. **b** Western blotting of the cell lysates. **c** The mRNA levels of the indicated genes. **d** MitoScene and Hoechst staining of the cells. Scale bars, 50 μm. **e** The mitochondrial DNA (mitoDNA) levels of the cells. **f** Oxygen consumption rate (OCR) of the cells. FCCP, mitochondrial uncoupler. R&A, rotenone and antimycin A. **g** Fatty acid oxidation (FAO) levels of the cells. **h**–**n** HepG2 cells were transfected with the indicated small interfering RNA (siRNA). After 24 h, cells were treated with a mixture of FFAs as described above for 24 h. Then cells were harvested and analyzed. *n* = 3 independent biological replicates for western blotting. *n* = 6 independent biological replicates for other experiments. **h** Nile red and Hoechst staining of the cells. Scale bars, 50 μm. **i** Western blotting of the cell lysates. **j** The mRNA levels of the indicated genes. **k** MitoScene and Hoechst staining of the cells. Scale bars, 25 μm. **l** The mitoDNA levels in HepG2 cells. **m** OCR in HepG2 cells. **n** Fatty acid oxidation (FAO) levels in HepG2 cells. Experiments were performed 3 times and similar results were obtained in **a,** **b,** **d,** **h, i** and **k**. Unpaired two-tailed t tests were performed in **c,** **e** and **g**; one-way analysis of variance plus Tukey’s post hoc tests were performed in **j,** **l** and **n**; two-way analysis of variance plus Tukey’s post hoc tests were performed in **f** and **m**. All data show the means ± SD. Source data are provided as a Source Data file.

### Cdo1 overexpression alleviates hepatocytes steatosis in vitro

Then, gain-of-function experiments were performed to investigate whether Cdo1 overexpression could attenuate hepatic steatosis in vitro. We extracted primary hepatocytes from WT mice, which were then infected with adenovirus for overexpression of wild-type (Cdo1^WT^) or Cdo1 mutant (Cdo1^Y157F^). The Cdo1^Y157F^ has been shown to exhibit little enzymatic activity^39^. As expected, overexpression of Cdo1^WT^ alleviated hepatocyte steatosis (Figs. 5a, b). And overexpression of Cdo1^WT^ enhanced AMPK signaling (Fig. 5c, d), the expression of FAO and mitochondrial biogenesis genes (Fig. 5e), the copy number of mitochondrial DNA (Fig. 5f), mitochondrial biogenesis (Fig. 5g), basal respiration and maximal respiration (Fig. 5h) and FAO level (Fig. 5i). Interestingly, hepatocytes steatosis, AMPK signaling activation, mitochondrial function and FAO level were also improved after overexpression of Cdo1^Y157F^ (Fig. 5a–i). Furthermore, similar results were also obtained when overexpressing CDO1^WT^ or CDO1^Y157F^ in free fatty acids (FFAs)-treated HepG2 cells (Supplementary Fig. 4a-i). These results indicate that Cdo1, as well as its enzyme activity deficient mutant, can activate AMPK signaling to promote mitochondrial biogenesis and FAO, thereby ameliorating hepatocytes steatosis.

**Fig. 5:**
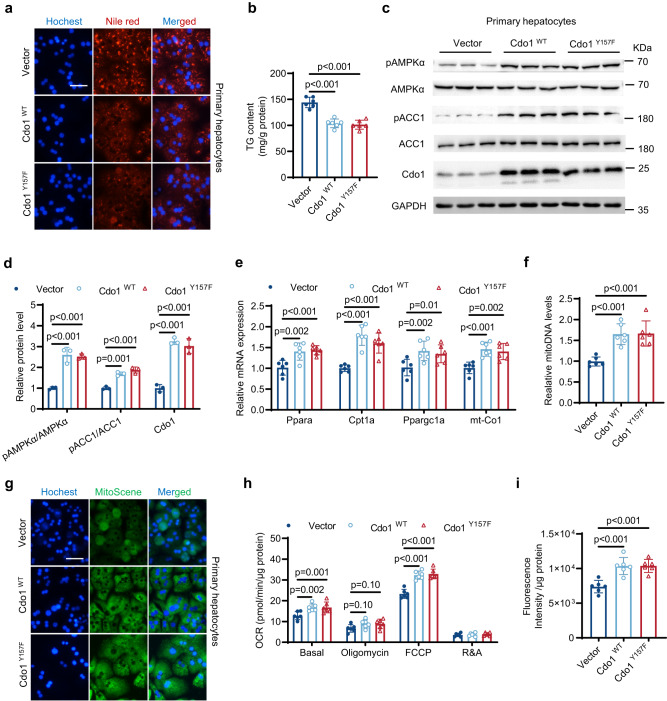
Cdo1 overexpression alleviates hepatocytes steatosis in vitro. WT primary hepatocytes were infected with adenovirus harboring Cdo1 (AD-Cdo1^WT^), AD-Cdo1^Y157F^ or AD-LacZ (for Vector). After 24 h, cells were treated with a mixture of 0.6 mM FFAs (oleate and palmitate) at a final ratio of 2:1 for 24 h. Then cells were harvested and analyzed. *n* = 3 independent biological replicates for western blotting. *n* = 6 independent biological replicates for other experiments. **a** Nile red and Hoechst staining of the cells. Scale bars, 50 μm. **b** TG levels in primary hepatocytes. **c** Primary hepatocytes lysates were analyzed by western blotting with the indicated antibodies. GAPDH serves as an internal control. **d** Quantification of western blotting results of **c**. **e** The mRNA levels of the indicated genes were determined. **f** The mitochondrial DNA (mitoDNA) levels in primary hepatocytes. **g** MitoScene and Hoechst staining of the cells Scale bars, 50 μm. **h** Respiration in primary hepatocytes. OCR, oxygen consumption rate. FCCP, mitochondrial uncoupler. R&A, rotenone and antimycin A. **i** Fatty acid oxidation (FAO) levels in primary hepatocytes. Experiments were performed 3 times and similar results were obtained in **a,** **c** and **g**. One-way analysis of variance plus Tukey’s post hoc tests were performed in **b,** **f** and **i**; two-way analysis of variance plus Tukey’s post hoc tests were performed in **d,** **e** and **h**. Source data are provided as a Source Data file.

### AMPK signaling is indispensable for Cdo1-mediated amelioration of hepatocytes steatosis

Our animal experiment reveals that exercise can promote AMPK signaling in mice liver, and the activity of AMPK signaling in the liver of Cdo1^LKO^ mice is significantly lower than control WT mice. Moreover, overexpression of Cdo1 and its mutant promotes AMPK signaling in hepatocytes. These results prompt us to explore the potential role of AMPK signaling in the Cdo1-mediated amelioration of hepatocytes steatosis. When we used short hairpin RNA (shRNA) to knock down AMPKα in primary hepatocytes, it was found that the effects of overexpressing Cdo1^WT^ or Cdo1^Y157F^ on the alleviation of hepatic steatosis were abolished (Fig. 6a, b). Consistently, after the knockdown of AMPKα, Cdo1^WT^ or Cdo1^Y157F^-mediated upregulation of FAO and mitochondrial biogenesis genes expression, decrease of p-ACC1, enhancement of mitochondrial biogenesis and respiration, and FAO were significantly attenuated (Fig. 6c–i). Similar results were obtained in HepG2 cells (Supplementary Fig. 5a–i). Collectively, these data indicate that the activation of AMPK signaling is required for Cdo1-mediated amelioration of hepatosteatosis.

**Fig. 6:**
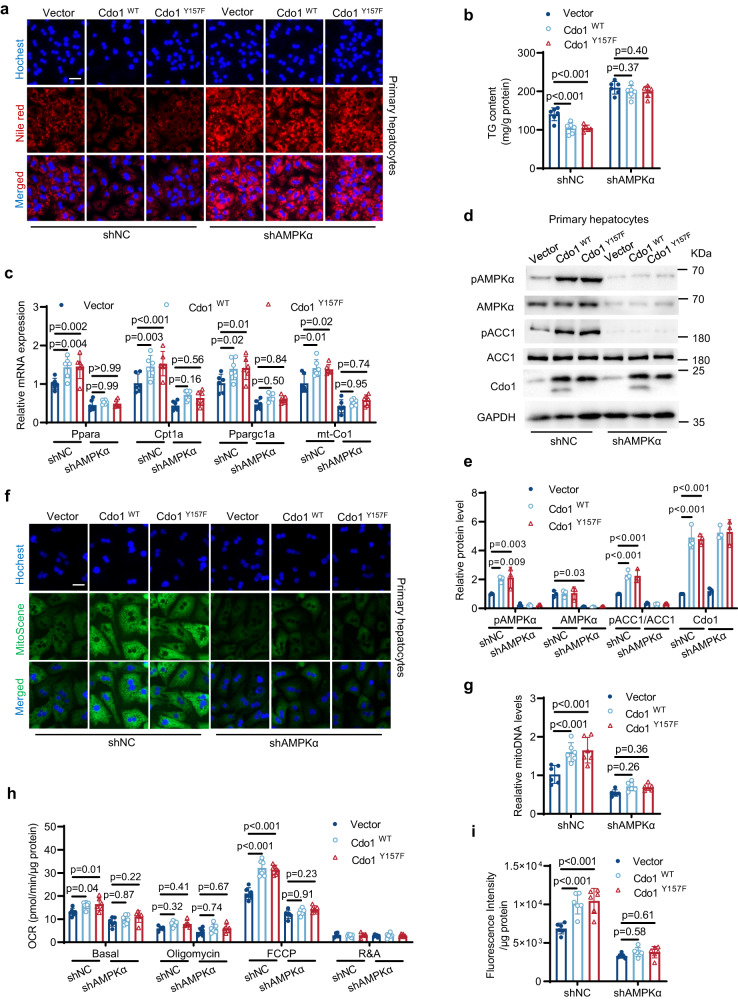
AMPK signaling is indispensable for Cdo1-mediated amelioration of hepatocytes steatosis. Wild-type (WT) primary hepatocytes were infected with adenovirus harboring Cdo1 (AD-Cdo1^WT^), AD-Cdo1^Y157F^ or Vector, together with the infection of adenoviruses harboring the indicated short hairpin RNA (shRNAs). After 24 h, cells were treated with a mixture of 0.6 mM FFAs (oleate and palmitate) at a final ratio of 2:1 for 24 h. Then cells were harvested and analyzed. *n* = 3 independent biological replicates for western blotting. *n* = 6 independent biological replicates for other experiments. **a** Nile red and Hoechst staining of the cells. Scale bars, 50 μm. **b** Triglyceride (TG) levels in primary hepatocytes. **c** The mRNA levels of the indicated genes were determined. **d** Primary hepatocytes lysates were analyzed by western blotting with the indicated antibodies (*n* = 3 independent biological replicates, and representative blot was shown). GAPDH serves as an internal control. **e** Quantification of western blotting results of **d** was done by using ImageJ. **f** MitoScene and Hoechst staining of the cells. Scale bars, 25 μm. **g** The mitochondrial DNA (mitoDNA) levels in primary hepatocytes. **h** Respiration in primary hepatocytes. OCR, oxygen consumption rate. FCCP, mitochondrial uncoupler. R&A, rotenone and antimycin A. **i** Fatty acid oxidation (FAO) levels in primary hepatocytes. Experiments were performed 3 times and similar results were obtained in **a,** **d** and **f**. Two-way analysis of variance plus Tukey’s post hoc tests were performed in **b,** **c,** **e,** **g,** **h** and **i**. All data show the means ± SD. Source data are provided as a Source Data file.

### Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby promoting AMPK phosphorylation

The mechanism of how Cdo1 promotes AMPK signaling was then investigated. We infected the primary hepatocytes with adenoviruses harboring the gene encoding Flag-tagged Cdo1 (AD-Flag-Cdo1) and subjected the cell lysates to co-immunoprecipitation (CoIP) by using anti-Flag antibody, followed by western blotting (Fig. 7a). LKB1 and Camkk2 are two major upstream kinase to phosphorylate and activate AMPKα^47,48^. Pulldown assays showed that Cdo1 could interact with both Camkk2 and AMPKα, but not LKB1 (Fig. 7a and Supplementary Fig. 6a, b). Similarly, we found that the Cdo1^Y157F^ could also interact with AMPKα and Camkk2 in primary hepatocytes (Supplementary Fig. 6c–e). In consistence with the pulldown experiments, confocal analyses showed that Flag-Cdo1^WT^ and Flag-Cdo1^Y157F^ could co-localise with HA-Camkk2 in Hepa1-6 and HEK293T cells (Fig. 7b, c and Supplementary Fig. 6f, g, respectively). Furthermore, at the endogenous level, Camkk2 could also interact with Cdo1, as well as with AMPKα (Fig. 7d and Supplementary Fig. 6h, i). These data indicate that Cdo1, Camkk2, and AMPKα could coexist in the same complex.

**Fig. 7:**
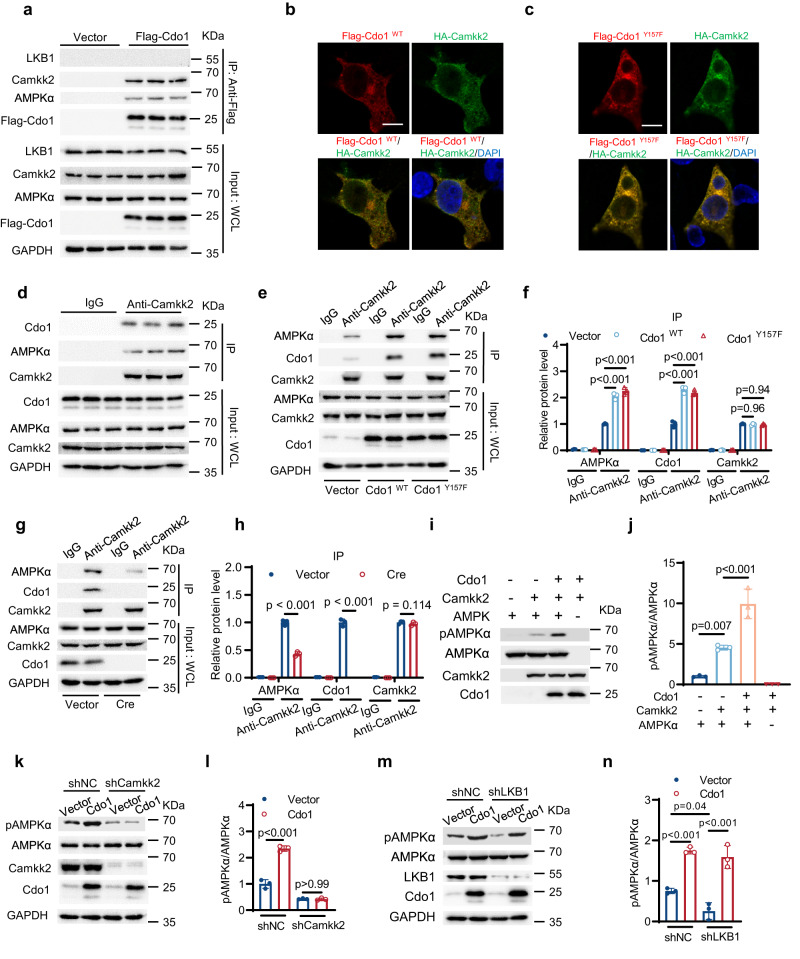
Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby promoting AMPK phosphorylation. **a** Primary hepatocytes were infected with AD-Flag-Cdo1, and immunoprecipitation was performed using anti-Flag beads and followed by western blotting with antibodies as indicated (*n* = 3 independent biological replicates). WCL, whole cell lysate. **b,** **c** Hepa1-6 cells were co-transfected with plasmids encoding Flag-Cdo1^WT^ or Flag-Cdo1^Y157F^ and HA-Camkk2, and followed by confocal analyses. Scale bars, 10μm. **d** Cell lysates from primary hepatocytes was immunoprecipitated with antibody against Camkk2, followed by western blotting (*n* = 3 independent biological replicates). **e** Primary hepatocytes were infected with AD-Cdo1^WT^ or AD-Cdo1^Y157F^, and cell lysates were immunoprecipitated with antibody against Camkk2 and followed by western blotting (*n* = 3 independent biological replicates). **f** Quantification of immunoprecipitation (IP) results of **e**. **g** Cdo1^flox/flox^ loci-containing primary hepatocytes were infected with AD-Cre for the ablation of Cdo1. Cell lysates were immunoprecipitated with antibody against Camkk2 and followed by western blotting (*n* = 3 independent biological replicates, and representative blot was shown). **h** Quantification of IP results of **g**. **i** Cell free kinase assay with purified recombinant Cdo1, Camkk2 and AMPK proteins. The mixtures were detected by western blotting with antibodies as indicated (*n* = 3 independent biological replicates, and representative blot was shown). **j** Quantification of western blotting results of **i**. **k** Primary hepatocytes were infected with AD-Cdo1 and AD-shCamkk2 for 48 h. Cell lysates were then analyzed by western blotting (*n* = 3 independent biological replicates, and representative blot was shown). **l** Quantification of western blotting results of **k**. **m** Primary hepatocytes were infected with AD-Cdo1 and AD-shLKB1 for 48 h. Cell lysates were then analyzed by western blotting (*n* = 3 independent biological replicates, and representative blot was shown). **n** Quantification of western blotting results of **m**. Experiments were performed 3 times and similar results were obtained in **a**–**e,** **g,** **i,** **k** and **m**. One-way analysis of variance plus Tukey’s post hoc tests was performed in **j**; two-way analysis of variance plus Tukey’s post hoc tests were performed in **f,** **h,** **l** and **n**. All data show the means ± SD. Source data are provided as a Source Data file.

We then investigate whether Cdo1 could facilitate the association of AMPKα and Camkk2 in primary hepatocytes. It was found that overexpression of Cdo1^WT^ or Cdo1^Y157F^ promoted the interaction between AMPKα and Camkk2 (Fig. 7e, f and Supplementary Fig. 6j), and knockout of Cdo1 significantly weakened the interaction between AMPKα and Camkk2 (Fig. 7g, h and Supplementary Fig. 6k). Furthermore, in vitro cell-free reconstitution experiment was also performed by using recombinant Cdo1, Camkk2 and AMPK proteins. In this in vitro cell-free kinase assay, it was found that Cdo1 also promoted Camkk2-induced Thr172 phosphorylation of AMPKα (Fig. 7i, j and Supplementary Fig. 6l), which is consistent with the cellular experiments for testing the role of Cdo1 in regulating AMPK kinase activity (Fig. 5c and Supplementary Fig. 4c). To clarify the role of LKB1 and Camkk2 in the effects being observed, experiments were performed in mice primary hepatocytes with LKB1 knockdown or Camkk2 knockdown. As shown in Fig. 7k, l and Supplementary Fig. 6m, knockdown of Camkk2 in primary hepatocytes impaired Cdo1 overexpression-mediated activation of AMPK phosphorylation on Thr172. In contrast, the knockdown of LKB1 had little effect on Cdo1 overexpression-mediated activation of AMPK phosphorylation on Thr172 (Fig. 7m, n and Supplementary Fig. 6n). These data indicate that Camkk2, but not LKB1, is required for the role of Cdo1 in promoting AMPK activation. These results indicate that Cdo1 can promote the association of Camkk2 with AMPK by interacting with both of them, thereby facilitating Camkk2-mediated phosphorylation of AMPK.

### Hepatocyte-specific overexpression of Cdo1 (Cdo1LTG) and exercise synergistically alleviate NAFLD in mice

We next carried out gain-of-function experiments by using the albumin promoter-triggered Cre expression to specifically drive the expression of 3*Flag-tagged Cdo1 in liver tissue for the generation of hepatic-specific Cdo1 transgenic (Cdo1^LTG^) mice (Supplementary Fig. 7a). The 6-week-old Cdo1^LTG^ and control WT mice were fed with HFD for 16 weeks and were subjected to treadmill training or not in the last 8 weeks (Supplementary Fig. 7b). Incremental-load exhaustive exercise testing on a treadmill was conducted in both WT and Cdo1^LTG^ mice after 8 weeks of exercise training (Supplementary Fig. 7c). Compared to the control group (WT/Sed), treadmill exercise (WT/Trained) or hepatic overexpression of Cdo1 (Cdo1^LTG^/Sed) decreased the body weight gain (Supplementary Fig. 7d, e), liver weight in mice (Supplementary Fig. 7f). As a result of the effect of CDO1^LTG^ on body weight gain in mice, we performed metabolic chamber measurements on mice. Compared to their WT companions, Cdo1^LTG^ mice had significant higher O_2_ consumption rates, CO_2_ emission levels and heat production (Supplementary Fig. 7g-i). However, Cdo1^LTG^ did not affect food intake and physical activity of the mice (Supplementary Fig. 7j, k). Thus, increased energy expenditure may contribute to the reduced body weight gain which was mediated by Cdo1^LTG^. In addition, exercise alone or Cdo1^LTG^ alone also decreased the lipid accumulation in the liver (Fig. 8a–c), improved glucose tolerance and insulin sensitivity (Fig. 8d-g), promoted insulin-induced Akt-Ser473 phosphorylation (Supplementary Fig. 7l, m), led to lower serum level of ALT and AST (Fig. 8h, i), promotes AMPK activity (Fig. 8j and Supplementary Fig. 7n), upregulated the expression of FAO and mitochondrial biogenesis genes (Fig. 8k), and increased mitochondrial DNA copy number in mice livers (Fig. 8l). It is worthy of mentioning that the combination of exercise and Cdo1^LTG^ (Cdo1^LTG^/Trained) yielded better effects on inhibiting fatty liver, promoting glucose tolerance and insulin sensitivity, increasing insulin-induced Akt phosphorylation, reducing liver injury, enhancing FAO and mitochondrial biogenesis (Fig. 8a-l and Supplementary Fig. 7l–n). Hepatic taurine and cysteine levels were not affected significantly by exercise, Cdo1^LTG^ or their combination (Supplementary Fig. 7o, p). These results demonstrated that Cdo1^LTG^ and exercise can cooperate to alleviate NAFLD in mice.

**Fig. 8:**
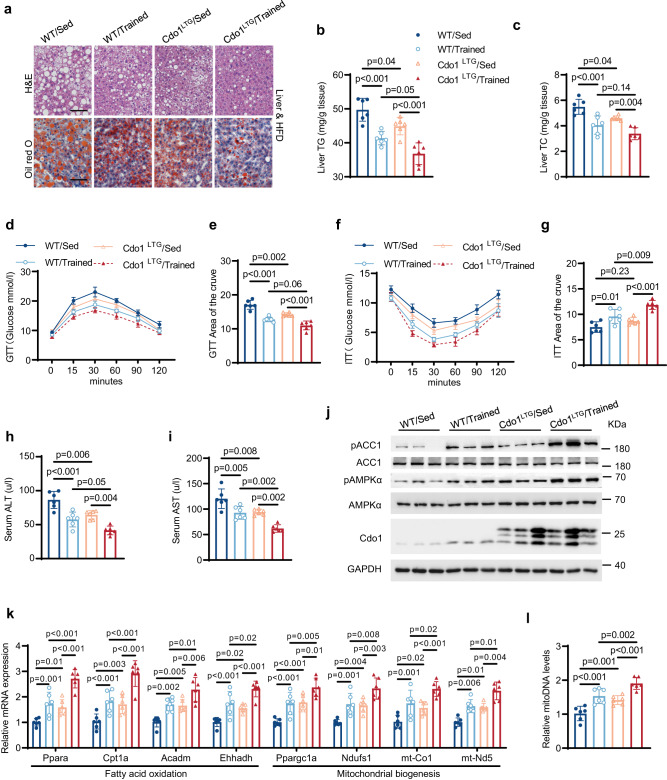
Hepatocyte-specific overexpression of Cdo1 (Cdo1^LTG^) and exercise synergistically alleviate NAFLD in mice. WT and Cdo1^LTG^ male mice under high-fat diet (HFD) feeding 16 weeks, with or without exercise for the last 8 weeks. Then mice were sacrificed for analysis. **a** Representative images of hematoxylin and eosin (H&E) staining and Oil Red O staining. Experiments were performed 3 times and similar results were obtained. Scale bars, 50 μm. **b,** **c** Triglyceride (TG) and cholesterol (TC) levels in mice livers (*n* = 6 mice per group). **d** Glucose tolerance test (GTT) was performed in mice under 14 weeks of HFD feeding (*n* = 6 mice per group). **e** Analysis of the GTT data in **d**, with subtraction of the basal glucose to generate an area of the curve (AOC). **f** Insulin tolerance test (ITT) was performed in mice fed with 15 weeks of HFD (*n* = 6 mice per group). **g** Analysis of the ITT data in **f** with AOC. **h,** **i** Serum alanine aminotransferase (ALT) and serum aspartate aminotransferase (AST) levels in mice, respectively (*n* = 6 mice per group). **j** The mice liver lysates were analyzed by western blotting (*n* = 3 mice per group). **k** The mRNA levels of the indicated genes (*n* = 6 mice per group). **l** The mitochondrial DNA (mitoDNA) levels in mice livers (*n* = 6 mice per group). Experiments were performed 3 times and similar results were obtained in **a** and **j**. Two-way analysis of variance plus Tukey’s post hoc tests were performed in **b,** **c,** **e,** **g, h, i,** **k** and **l**. All data show the means ± SD. Source data are provided as a Source Data file.

The experiments above were performed in male mice. To examine whether these findings above also apply to female mice, the role of hepatic Cdo1 in exercise-mediated alleviation of NAFLD in female mice was investigated. As shown in Supplementary Fig. 8a-g, hepatocyte-specific knockout of Cdo1 in female mice impaired exercise-mediated reduction of liver weight, liver TG/TC levels, serum ALT/AST levels, and attenuated exercise-mediated upregulation of FAO genes and mitochondrial biosynthesis genes expression. On the contrary, hepatocyte-specific overexpression of Cdo1 in female mice ameliorated NAFLD in synergy with exercise (Supplementary Fig. 9a-g). Therefore, our data indicates that hepatic Cdo1 is an important effector of exercise to ameliorate NAFLD both in male and female mice.

## Discussion

In this study, we found that exercise could promote the expression of hepatic Cdo1 through cAMP/PKA/CREB signaling pathway (Fig. 9). Cdo1^LKO^ impairs exercise-mediated decrease of lipid accumulation, improvement of mitochondrial biogenesis and FAO in hepatocytes, thereby disrupting exercise-mediated alleviation of fatty liver in mice. Cdo1^LTG^ and exercise can cooperate to promote mitochondrial biogenesis and FAO, which synergistically ameliorate hepatic steatosis in mice. Mechanistically, the Cdo1-Camkk2-AMPK axis in hepatocytes confers the protective effects of exercise against NAFLD (Fig. 9). We found that hepatic Cdo1 is an exercise-responsive factor to help to combat NAFLD.

**Fig. 9:**
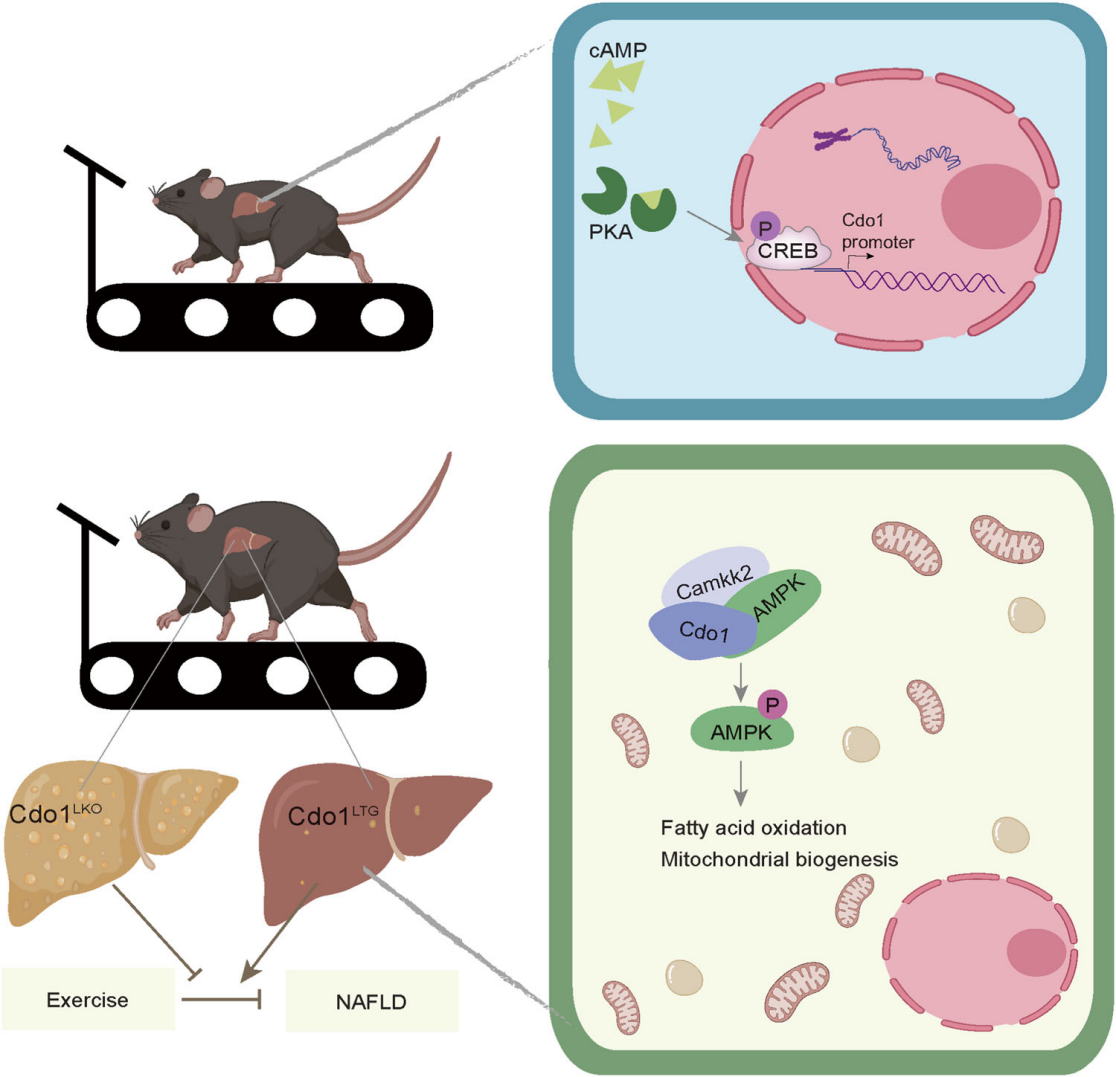
A graph model for the role of hepatic Cdo1 in exercise-mediated protective effects against NAFLD. Exercise can promote the expression of Cdo1 through cAMP/PKA/CREB signaling pathway. CREB can bind to Cdo1 promoter and promote Cdo1 transcription. Cdo1^LKO^ impairs exercise-mediated effects against NAFLD in mice. On the contrary, Cdo1^LTG^ and exercise can cooperate to alleviate hepatocyte steatosis. Mechanistically, Cdo1 tethers Camkk2 to AMPK by interacting with both of them, thereby promoting AMPK phosphorylation. This enhances fatty acid oxidation and mitochondrial biogenesis and would promote cellular energy expenditure, thereby inhibiting hepatosteatosis. Hepatic Cdo1 could function as an exercise-responsive effector in fighting against NAFLD. The representing mouse, mitochondria and liver images in panel were created using BioRender.com.

Exercise is recognized as a non-pharmacological strategy to alleviate the pathology of NAFLD. However, our understanding of the mechanisms by which exercise induces molecular changes in liver tissue is limited^8^. Cdo1 is an enzyme for the cysteine catabolism and taurine production, which is highly expressed in liver tissue^31^. The analysis of the GEO database showed that the expression of CDO1 in the liver of NAFLD patients was significantly decreased compared to non-NAFLD individuals (Fig. 2b). However, the specific function of liver Cdo1 in NAFLD is rarely reported. In our loss- and gain-of-function animal study, we demonstrated that the liver-specific knockout of Cdo1 (Cdo1^LKO^) led to more severe fatty liver (Fig. 2f-h). Moreover, Cdo1^LKO^ impaired exercise-mediated positive effects against NAFLD (Fig. 2). However, liver-specific overexpression of Cdo1 (Cdo1^LTG^) can ameliorate NAFLD in mice (Fig. 8). Importantly, Cdo1^LTG^ and exercise cooperate to alleviate hepatocyte steatosis. Our in vitro experiments verified that Cdo1 can alleviate hepatocyte steatosis by promoting mitochondrial biogenesis and FAO. Some previous studies have also shown that Cdo1 is involved in promoting lipid metabolism and mitochondrial function. Our previous research showed that adipose-specific knockout of Cdo1 in mice impairs energy expenditure, cold tolerance and lipolysis, exacerbates diet-induced obesity and decreases adipose expression of the key lipolytic genes. However, mice with transgenic overexpression of Cdo1 leads to the opposite results^39^. Another study also showed that knockdown of *CDO1* gene in adipose-derived mesenchymal stem cells (ASC52telo cells) and human adipocyte precursor cells led to decreased mitochondrial respiratory function (basal and maximal respiration and oxygen consumption for ATP production)^49^. These results suggest that Cdo1 may play an extensive role in promoting fatty acid catabolism and mitochondrial function. Next, we investigate the critical signal pathway underlying the protective role of Cdo1 against hepatosteatosis. A previous study analyzed an RNA-seq data performed in human subcutaneous and visceral adipose tissue, which indicated that visceral fat tissue *CDO1* mRNA was positively associated with important pathways for adipose tissue physiology, including fatty acid metabolism, PPAR signaling, thermogenesis, AMPK signaling, insulin signaling, mitochondrial activity and function^49^. Interestingly, according to our RNA-seq data, the AMPK signaling pathway was significantly enriched in downregulated genes of mice livers (Cdo1^LKO^ vs WT) (Fig. 3f). This reveals the possibility that Cdo1 participates in the regulation of AMPK signal pathway. Thus, hepatic Cdo1 could be an important downstream effector of exercise in the combat against NAFLD, in which AMPK signaling could be involved.

Our studies indicate that Cdo1^LKO^ mice had significant lower basal metabolic rates (Supplementary Fig. 2e-g), while Cdo1^LTG^ mice had significant higher basal metabolic rates (Supplementary Fig. 7g-i), which were compared to their corresponding control companions. Liver is known to be one of the high metabolic rate organs^50^. In our work, it was found that Cdo1 could activate AMPK signaling to enhance mitochondrial biogenesis and FAO in hepatocytes. The above pathways would promote hepatic catabolism to increase liver energy expenditure, which contributes to the increase of basal metabolic rates of the mice. In addition, Cdo1-induced AMPK signaling in hepatocytes may also trigger some cross-talks between the liver and other organs, such as fat tissue and muscle, through regulating the expression and secretion of some endocrine factors from hepatocytes, which could promote energy expenditure of the other organs to further enhance the metabolic rates of the mice. Thus, when Cdo1 was knocked out in hepatocytes, the above cell-autonomous and inter-organ communication processes might be blocked, which could impair the energy expenditure in the liver and even in some other organs, thereby decreasing the basal metabolic rates of the mice. Further studies are needed to corroborate above hypothesis.

Many studies have shown that the AMPK signaling plays an important role in the alleviation of hepatocyte steatosis by positively regulating lipid metabolism and mitochondrial function^44,45^. In our study, it was found that the knockdown of AMPK blunted the role of Cdo1 in improving hepatic steatosis (Fig. 6). These results confirm that AMPK signaling is critical for the protective role of Cdo1 against NAFLD. In the mechanistic study, we demonstrated that Cdo1 tethered Camkk2 to AMPKα, which promotes the AMPK activation to improve hepatocyte steatosis (Fig. 7 and Supplementary Fig. 6). The co-immunoprecipitation (coIP) assays showed that Cdo1 could interact with both Camkk2 and AMPK simultaneously. When Cdo1 was overexpressed in primary hepatocytes, more Cdo1 could interact with Camkk2, which was accompanied with more AMPK binding to Camkk2 (Fig. 7e). Consistently, deficiency of Cdo1 in primary hepatocytes resulted in no Cdo1 interaction with Camkk2, which was accompanied with less AMPK binding to Camkk2 (Fig. 7g). The in vitro cell-free reconstitution experiment was also performed by using recombinant Cdo1, Camkk2 and AMPK proteins. In consistence with the cellular experiments that examined the role of Cdo1 in regulating AMPK kinase activity (Fig. 5c and Supplementary Fig. 4c), it was found that Cdo1 also promoted Camkk2-induced Thr172 phosphorylation of AMPKα in the in vitro cell-free kinase assay (Fig. 7i, j and Supplementary Fig. 6l). Together, these data demonstrate that Cdo1 can tether Camkk2 to AMPK by simultaneously binding with both of them, thereby facilitating the phosphorylation of AMPK by Camkk2. A scaffold is a protein that binds two or more proteins to promote reaction assembly and to increase the efficiency of a molecular event, such as signal transduction^51^. For example, Kinase Suppressor of Ras (KSR) functions as a scaffold to associate with both RAF and MEK. This will promote a closer contact of RAF with its substrate MEK to assemble the RAF/MEK functional pair, thereby facilitating the phosphorylation of MEK by RAF^52^. For another example, the scaffold protein NF-κB essential modulator (NEMO) can interact with both IKKβ and IκBα, which will direct the kinase activity of IKKβ towards IκBα to fuel the canonical NF-κB signaling^53^. Based on our CoIP experiments (Fig. 7a–h), cellular experiments for testing AMPK kinase activity (Fig. 5c and Supplementary Fig. 4c) and in vitro cell-free AMPK kinase assay (Fig. 7i, j and Supplementary Fig. 6l), it is suggested that Cdo1 could also function as a scaffold protein that links Camkk2 to AMPK by interacting with both of them, thereby positioning Camkk2 in close proximity to its substrate AMPK. This may increase local concentration of AMPK for Camkk2, promote the formation of Camkk2/AMPK functional pair and allow for more efficient Camkk2-mediated phosphorylation of AMPK. Furthermore, it is found that the catalytically inactive mutant form of Cdo1 (Y157F) is still capable of activating AMPK and eliciting protective effects in vitro. This may be because that this enzymatically inactive mutation does not affect the interaction of Cdo1 with Camkk2 and AMPK (Supplementary Fig. 6c). As a result, Cdo1 mutant (Y157F) could still act as a scaffold protein to promote the association between AMPK and Camkk2, which leads to the activation of AMPK signaling. Thus, these results above reveal a potential non-canonical function for Cdo1.

The mechanism of how exercise leads to the induction of hepatic Cdo1 was also investigated in our study. It was found that exercise induced the upregulation of cAMP level in mice livers (Fig. 1e). This was concomitant with the activation of CREB phosphorylation (Fig. 1c) that can be triggered by PKA kinase. We performed the ChIP assays to confirm the binding of CREB to the promoter of Cdo1 (Fig. 1f). We also constructed the Cdo1 promoter luciferase reporter gene and found that CREB could activate the transcription of Cdo1, in which one CREB binding site plays an important role in the transactivation (Fig. 1g–i). In consistence with the above results, upregulating the cAMP level by Forskolin promoted Cdo1 expression as well as CREB phosphorylation in hepatocytes (Fig. 1j-o). For one thing, hepatic Cdo1 can be induced in response to exercise through the cAMP/PKA/CREB, and functions as an exercise-response factor to play an important role in the alleviation of hepatosteatosis. For another thing, exercise positively promotes Cdo1 expression, and Cdo1-Camkk2-AMPK axis could be one molecular mechanism underlying the effect of exercise on the improvement in NAFLD, which may also provide new molecular evidence for prescribing exercise as a treatment for NAFLD.

There are some limitations in our work. First, we have confirmed that moderate-intensity continuous exercise can promote the expression of hepatic Cdo1 in mice. But the effects of different exercise patterns or amount of exercise on hepatic Cdo1 expression need to be further investigated. Second, because exercise can promote metabolic benefits, whether hepatic Cdo1 also plays roles in exercise-mediated metabolic improvement in other tissues needs to be further examined. Last, it has been mentioned in many cancer-related studies that Cdo1 expression is tightly controlled by promoter methylation, and hypermethylation of the Cdo1 promoter will lead to transcriptional inactivation and silencing of the Cdo1 gene^11,54,55^. Therefore, it remains to be investigated whether the decrease in hepatic Cdo1 expression is related to the increased methylation of Cdo1 promoter in NAFLD individuals.

In conclusion, our data demonstrate that exercise can promote the expression of hepatic Cdo1 through cAMP/PKA/CREB signaling pathway. Liver-derived Cdo1 plays an important role in exercise-mediated alleviation of hepatic steatosis in mice. Furthermore, hepatic Cdo1 and exercise can cooperate to alleviate fatty liver in a manner involving Cdo1-Camkk2-AMPK axis. Importantly, our findings provide evidence that hepatic Cdo1 could be an important downstream effector of exercise for the prevention and treatment of NAFLD.

## Methods

### Animals

All animal experiments were approved by Shanghai University of Sport Animal Care and Use Committee (Ethics No. 102772022DW002). All studies involving animal experimentation followed the National Institute of Health guidelines on the care and use of animals. Albumin-Cre mice were purchased from the Model Animal Research Center of Nanjing University. All male and female Cdo1^flox/flox^ mice and Cdo1 transgenic mice were purchased from Shanghai Model Organisms Center. Cdo1^LKO^ mice (Cdo1^flox/folx^/Albumin-Cre^+^) were generated by crossbreeding Cdo1^flox/flox^ and albumin promoter driven Cre transgenic mice. Liver specific Cdo1 transgenic (Cdo1^LTG^) mice were generated by cross-breeding the mice containing the CMV promoter-driven but stop signal-suppressed 3*Flag-tagged murine Cdo1 expression cassette (CMV-Stop-Cdo1 mice) with Albumin-Cre mice. Cdo1^LKO^ mice and their wild type (WT) litter mates, and Cdo1^LTG^ mice and their WT litter mates, were used in the experiments. C57BL/6 J mice were fed with high-fat diet (HFD, D12492, Research Diets) to induce hepatic steatosis, and the chow diet (CD, 1010086, Xietong Shengwu, China) was used as the control diet. All animals were housed at 23 ± 2 °C with a humidity of 50% ± 5% in a 12 h light/dark cycle and fed ad libitum with standard mouse feed and water throughout the experiments. C57BL/6 J mice were used for all the experiments.

### Treadmill training and time to exhaustion

The treadmill exercise program includes 1 week of treadmill familiarization followed by 7 weeks (6 days per week) of treadmill training. During the treadmill training, we kept checking that all mice were running, but not resting, on the treadmill. This would guarantee that all mice were subjected to identical level of exercise training. The detailed treadmill program is illustrated in the corresponding figure. The time to exhaustion assay is described as follows. Before an exercise bout, chow diet-fed mice were placed in the treadmill (ZhengHuabiological, ZH-PT/5 S, China) for acclimation. Adaptive training was conducted on the first day (starting speed at 12 m/min for 10 min followed by 20 m/min for 20 min). The treadmill test was conducted on the second day. The starting speed was 5 m/min for 3 min, and the speed was increased by 5 m/min every 3 min until the speed reached 28 m/min. The maximum speed of 28 m/min was continued, and the time to exhaustion was measured.

### Mouse metabolic and liver function assays

For GTT, the mice were fasted for 18 h and received an intraperitoneal (i.p.) injection of D-glucose (2 mg/g body weight). For ITT, the mice were injected intraperitoneally with human insulin (Eli Lilly; 0.8 mU/g body weight) after 6 h fasting. Blood glucose levels were measured at 0, 15, 30, 60, 90 and 120 minutes after injection (a glucometer monitor, Roche). For the GTT/ITT assays, the area of the curve (AOC) was calculated using the conventional trapezoid rule. Levels of serum alanine aminotransferase (ALT), and aspartate aminotransferase (AST) were measured using the kits from Applygen, China (#E2021 and E2023, respectively) according to the manufacturer’s instructions.

### Primary hepatocytes isolation and cells culture

Primary hepatocytes isolated from male Cdo1^flox/flox^ or wild type mice aged 6 to 8 weeks by using the collagenase perfusion method. Briefly, after perfusion and digestion by collagenase IV solution (#C5138, Sigma), liver tissue was dissociated and filtered through a 70-μm cell strainer (#352350, Falcon). The resulting cell suspension was centrifuged at 50 g with 3 times to collect hepatocytes (cell pellets). Primary hepatocytes, HepG2, Hepa1-6 and HEK293T cells maintained in Dulbecco’s Modified Eagle Media (DMEM) containing 10% fetal bovine serum (FBS, Gibco) at 37 °C in a 5% CO2 environment. The cell lines sources are as follows: HEK293T (American Type Culture Collection, CRL3216, USA), HEK293A (National Collection of Authenticated Cell Cultures, SCSP-5094, China), Hepa1-6 (American Type Culture Collection, CRL1830, USA), HepG2 (National Collection of Authenticated Cell Cultures, SCSP-510, China).

### Lipid analysis

To establish cellular models of lipid accumulation, primary hepatocytes were seeded in six-well plates. After cell adhesion, 0.6 mM a mixture of free fatty acids (FFAs) was added to the medium for 24 hours (at a final ratio of 2:1 with oleate and palmitate from Sangon Biotech, China). The cells were then fixed with 4% paraformaldehyde for 10 minutes and stained with nile red and Hoechst staining for 10 minute to visualize intracellular lipid accumulation. The triglyceride (TG), total cholesterol (TC) contents in isolated primary hepatocytes or liver tissue were measured using the kits from Applygen, China (#E1003 and E1005, respectively), according to the manufacturers’ instructions.

### MitoScene analysis

When the cultured cells reach the appropriate density, the old medium was discarded and the preheated medium containing appropriate concentration of MitoScene Green (#M4064, US Everbright) was added, which was then incubated at 37 °C for 45 min. After that, the medium containing MitoScene Green was discarded and Hochest/PBS was added to the dish at 37 °C for 10 min. Cellular fluorescence were captured by Fluorescence Microscopy (Leica microscope).

### Cysteine and taurine levels analysis

The cysteine and taurine contents in liver tissue were measured using the kits from YITA China (#YT6089) and CIBO BIO, China (#CB11346-mu), according to the manufacturers’ instructions.

### FAO level analysis

The cell culture medium was removed and the cells were washed with Hank’s balanced salt solution (HBSS) buffer twice. FAOblue was dissolved in HBSS to the final concentration of 10 μM (#FDV-0033, Funakoshi). HBSS containing FAOblue was added to the cells at 37 °C for 45 min. The medium was then removed and the cells were washed with HBSS twice. The cells were scraped off and the fluorescence intensity was detected by enzyme labeling instrument (detection wavelength: excitation of 405 nm/ emission of 460 nm, CLARIOstar by BMG LABTECH). The fluorescence intensity was compared to the protein concentration.

### Chromatin immunoprecipitation (ChIP)

ChIP was performed as described previously^39^. Cells were cross-linked in 1% formaldehyde for 10 min at room temperature and then incubated with 125 mM glycine for termination. The cells were washed twice with ice-cold PBS, after centrifugation, resuspended in 500 ul of lysis buffer (50 mM Tris-HCl, pH 8.0, 1% SDS, 10 mM EDTA, and protease inhibitors). Samples were sonicated, and the average length of DNA fragments ranged between 200 and 800 bp. Samples were centrifuged at 12,000 g at 4 °C for 5 min. After removal of an input aliquot (whole-cell extract), supernatants were diluted 10-fold in ChIP dilution buffer (20 mM Tris-HCl, pH 8.0, 150 mM NaCl, 2 mM EDTA, 1% Triton X-100, and complete protease inhibitor tablets). Then, the samples were divided equally, and 10% of each sample was used for input control. The samples were precleared using ChIP Grade Protein A/G magnetic beads (Thermo Fisher, 26162) for 1 h at 4°C and immunoprecipitated with the indicated antibodies of anti-CREB (Proteintech, 2208-1-AP), and control IgG (Abcam, ab46540). Immunoprecipitated samples were eluted and reverse cross-linked by incubation overnight at 65 °C in elution buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS). Genomic DNA was then extracted with a PCR purification kit (Qiagen). Purified DNA was subjected to qPCR using primers specific to the promoters of the indicated genes. The primers for ChIP-qPCR are listed in Supplementary information.

### Measurement of cellular oxygen consumption rate (OCR)

Mitochondrial respiration was measured by high-resolution respirometry (Oxygraph-2k, Oroboros, Innsbruck, Austria) at 37 °C. In brief, primary hepatocytes or HepG2 cells were suspended in 2 mL of DMEM in each chamber. Oligomycin, (1.5 μM, #S1478, Selleck), FCCP (1 μM, #S8276, Selleck), Rot (rotenone, 0.5 μM, #sc-203242, Santa Cruz) and antimycin A (0.5 μM, #sc-202467A, Santa Cruz) were added as indicated. After OCR measurement, the protein concentration of the cells were quantified.

### Luciferase reporter assays

Luciferase reporter assays was performed as described previously^56,57^. The proximal promoter regions of mouse Cdo1 and Cdo1 artificial mutants were subcloned into the firefly luciferase reporter construct PGL3-basic (Promega). HEK293T cells were transfected with 300 ng/well firefly luciferase reporter constructs and 6 ng/well Renilla luciferase reporter plasmids, in combination with 300 ng/well pcDNA3.1(-) vector or CREB plasmids, by using Lipofectamine 6000 (#C0526, Beyotime) according to the manufacturer’s instructions. After 48 h, luciferase activity was measured using dual luciferase reporter assay (#RG027, Beyotime and CLARIOstar by BMG LABTECH), normalizing firefly luciferase to Renilla activity.

### RNA extraction and reverse transcription-quantitative PCR (RT-qPCR)

Total RNA from cells and tissues was extracted by using Trizol reagent (Invitrogen) according to the manufacturer’s protocol. Complementary DNA (cDNA) was synthesized from total RNA by using reverse transcription kit (Beyotime, China). The cDNAs were amplified with Power SYBR green PCR master mix (Beyotime, China), with 18 S rRNA or 36b4 as an endogenous control. The results were collected from QuantStudio 6 Flex by Thermo Fisher Scientific instrument. The qPCR was done in triplicate and repeated at least 3 times. Primer information for RT-qPCR is listed in Supplementary information.

### Western blotting

Cells and tissues were harvested, prepared and western blotting was performed as described previously^58^. Lysates were run on SDS-PAGE gel (BIO-RAD) and subjected to western blotting with the primary antibodies to Cdo1 (Proteintech, Cat:12509-1-AP, Lot:00057877, dilution 1:1000), AMPKα (Proteintech, Cat: 10929-2-AP, Lot: 00115023, dilution 1:1000), p-AMPKα (Beyotime, Cat: AA393-1, dilution 1:1000), CREB1 (Proteintech, Cat: 12208-1-AP, Lot: 00102107, dilution 1:800), p-CREB (Proteintech, Cat: 28792-1-AP, Lot:00102484, dilution 1:800), ACC1 (Proteintech, Cat: 67373-1-IG, Lot: 10013129, dilution 1:1000), p-ACC1 (Santa Cruz, Cat: sc-271965, Lot: E1922, dilution 1:200), Camkk2 (Proteintech, Cat: 11549-1-AP, Lot: 00097881, dilution 1:800), p-Camkk2 (Affinity, Cat: AF4487, Lot: 8204594,dilution 1:500), LKB1(Santa Cruz, Cat: sc-32245, Lot: G1422,dilution 1:200), p-Akt(s473) (CST, Cat: 9272 S, Lot:28,dilution 1:1000), tAKT (CST, Cat: 4060 T, Lot:25, dilution 1:1000), HA (Proteintech, Cat: 51064-2-AP, Lot: 00116648,dilution 1:10000), Flag (Proteintech, Cat: 66008-4-Ig, Lot:10027647, dilution 1:6000), GAPDH (CST, Cat: D16H11, Lot: 8, dilution 1:1000), HSP90α/β (Santa Cruz, Cat: sc-13119, Lot: Jo722, dilution 1:1000); peroxidase affiniPure goat anti-mouse IgG secondary antibody (Jackon, Cat: 111-035-003, Lot: 151083, dilution 1:3000); peroxidase affiniPure goat anti-rabbit IgG secondary antibody (Jackon, Cat: 111-035-003, Lot: 153526, dilution 1:3000). Western blotting was developed and quantified by using Tanon-5200S (BIO-RAD) and Image J, respectively. And the values of target proteins were normalized to that of the internal control protein on the same membrane.

### Generation of recombinant adenoviruses and RNA interference

The recombinant adenoviruses and RNA interference were performed as described previously^39^. Recombinant adenoviruses (AD) for overexpression or knockdown were generated using ViraPower Adenoviral Expression System (Invitrogen). The targets (5’ to 3’) of short hairpin RNA (shRNA) harbored in the adenoviruses were listed as follows: non-specific control shRNA (shNC), CTACACAAATCAGCGATTT; shRNA against murine AMPKα1 (shAMPKα1), GCACACCCTGGATGAATTAAA; shRNA against murine AMPKα2 (shAMPKα2), GCTGAGAACCACTCCCTTTCT; shCamkk2, GTATCCACTTGGGCATGGAAT; shLKB1, GACAATATCTACAAGCTCTTT; shRNA against human AMPKα1, GTTGCCTACCATCTCATAATA; shRNA against human AMPKα2, GTGGCTTATCATCTTATCATT. 

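The 5 targets listed for murine or control shRNA were searched for in the mouse transcripts of GENCODE release M21, which is annotated on genome build GRCm38, with 0 mismatches allowed. The 141767 transcripts searched belong to 55341 gene names. Each of the 4 gene-directed targets is 21 bases long and matched the sense strand of transcripts of 1 gene, the intended one. The shNC target is 19 bases long and matched 0 genes on either strand. The shAMPKα1 target lies in Prkaa1 (ENSMUSG00000050697.9), the gene that encodes AMPKα1, on the plus strand of chromosome 15 from 5143861 to 5181899. It covers bases 5176822 to 5176842, in the coding sequence of exon 7 of the principal transcript (the isoform that the annotation ranks first), and both annotated transcripts of the gene contain it. With 20 bases of transcript on each side, the site reads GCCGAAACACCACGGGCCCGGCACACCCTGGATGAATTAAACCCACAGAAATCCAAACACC. The shAMPKα2 target lies in Prkaa2 (ENSMUSG00000028518.8), on the minus strand of chromosome 4 from 105029874 to 105109890. It covers bases 105036212 to 105036232 in the coding sequence of exon 9 of the only annotated transcript, within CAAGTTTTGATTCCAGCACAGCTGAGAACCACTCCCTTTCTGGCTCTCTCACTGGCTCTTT. The shCamkk2 target lies in Camkk2 (ENSMUSG00000029471.13), on the minus strand of chromosome 5 from 122731170 to 122779409. It covers bases 122764097 to 122764117 in the coding sequence of exon 2 of the principal transcript, within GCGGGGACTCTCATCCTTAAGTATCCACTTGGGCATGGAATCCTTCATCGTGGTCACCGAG, and 6 of the 11 annotated transcripts contain it. The shLKB1 target lies in Stk11 (ENSMUSG00000003068.16), the gene that encodes LKB1, on the plus strand of chromosome 10 from 80115803 to 80130682. It covers bases 80126691 to 80126711 in the coding sequence of exon 6 of the principal transcript, within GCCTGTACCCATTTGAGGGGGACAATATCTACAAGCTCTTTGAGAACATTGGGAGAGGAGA, and 8 of the 10 annotated transcripts contain it. With up to 1 substitution allowed, a setting added after the exact matches were seen, the number of genes matched was unchanged for each target. With up to 2 substitutions allowed, the shAMPKα1 target matched 2 genes, Prkaa1 and Pwwp2b, and the numbers for the other targets were unchanged. The targets in human AMPKα1 and AMPKα2 were not analysed here.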

Recombinant adenoviruses were produced and amplified in HEK293A cells. For adenovirus infection, primary hepatocytes or HepG2 cells were infected with the indicated adenoviruses and replaced with fresh DMEM after 24 h of viral infection. The cells were harvested for tests 48 h after infection. The small interfering RNAs (siRNAs) were designed and synthesized by Gene Pharma. The cells were harvested for the tests 48 h after transfection. Transfection was performed when cell growth reached 80% confluency and RNAiMAX (#13778-100, Invitrogen) was used for the transfection according to the manufacturer’s protocol. The nonspecific siRNA control (siNC) was used as a negative control. The target sequences for successful siRNAs (5’ to 3’) were as follows: siCDO1-1, CAGUACAGGUAUACCCGAATT; siCDO1-2, GGGAAAUCUAAAGGAGACATT; siNC, TTCTCCGAACGTGTCACGT. The siCDO1-1 and siCDO1-2 target different sites of the human gene of CDO1.

### H&E staining, Oil O staining and immunofluorescence assay

The tissues were fixed in 4% paraformaldehyde and sectioned after being paraffin embedded. H&E and Oil O staining was performed as described previously (Olympus microscope)^58^. For immunofluorescence, HEK293T cells and Hepa1-6 cells transfected with plasmid (Flag-Cdo1^WT^, Flag Cdo1^Y157F^, HA-Camkk2 or HA-LKB1) were first fixed in 4% paraformaldehyde for 10 min, rinsed with PBS for three times, and then permeabilized using 0.2% Triton X-100 for 5 min. The cells were rinsed with PBS again, blocked in 2% BAS/PBS for 1 h, and incubated with rabbit HA (Proteintech, Cat: 51064-2-AP, Lot: 00116648, dilution 1:100), Flag (Proteintech, Cat: 66008-4-Ig, Lot:10027647, dilution 1:100) for 3 h in room temperature. They were washed with PBS and incubated with Goat anti-mus IgG/Alex Fluor 555 (Beyotime, Cat: A0460, dilution 1:500) and Goat anti-Ribbit IgG/Alex Fluor 488 (Beyotime, Cat: A0562, dilution 1:500) for 1 h. Then the cells were rinsed with PBS three times and mounted using an anti-fade mounting medium (with DAPI) (#S2110, Solarbio). The immunofluorescence-stained cells were observed under a Leica microscope.

### The mitoDNA content quantification by quantitative real-time PCR

Mice tissues or cells were homogenized and digested with proteinase K overnight in a lysis buffer for DNA extraction by using the DNease blood and tissue kit (Qiagen) following the manufacturer’s instructions. The results were collected from QuantStudio 6 Flex by Thermo Fisher Scientific and calculated from the difference in the threshold cycle (△CT) values for mitoDNA and nuclear-specific gene via the amplification method of quantitative real-time PCR. The data are expressed as mitoDNA-CO1 gene normalized to nuclear-specific gene hexokinase-2 as described previously^59^. The primers used are listed in Supplementary Table 1.

### Detection of mice metabolic rate

Six-week-old mice were fed with HFD for 6 weeks. Energy expenditure was assessed using indirect calorimetry (TSE-system, XYZ, 6 M/R, Germany Instruments). The concentrations of oxygen and carbon dioxide were monitored at the inlet and outlet of the sealed chambers to calculate oxygen consumption and carbon dioxide production. Food intake and physical activity was also measured during these processed. Each chamber was measured at an interval of 1 h.

### Cell-free kinase assay

AMPK recombinant protein complex 200 ng (#CT005-H0907B, SinoBiological) was incubated with or without recombinant Camkk2 300 ng (#PR7777A, Thermofisher) and Cdo1 125 ng (#HY-P70066, MedChemExpress) in a kinase buffer (50 mM Tris, pH 7.6, 0.5 mM DTT, 10 mM MgCl2, 200 μM ATP, 200 μM AMP, 0.5 mg/ml BSA, 1 mM CaCl2, 100 ng calmodulin). The above reaction mixture was incubated for 30 min at 30 °C with a total volume of 50 μl. Then AMPKα phosphorylation at Thr172 was detected by western blotting by using (p)-AMPKα (Thr172) antibody.

### RNA-seq analysis

Total RNA was obtained from the liver of HFD-fed control mice and Cdo1^LKO^ mice. The transcriptome sequencing experiments were performed by Novogene Company (Beijing, China). The RNA-seq was performed in IIIumina Hiseq Platform and clean reads were aligned to the reference genome using Hisat2 v2.0.5. The differential expression analysis (Fig.3a) was performed using the DESeq2 R package (1.20.0). GO enrichment (Fig.3b) and KEGG analysis (Fig.3f and Supplementary Fig. 2o) of differentially expressed genes was implemented by the clusterProfiler R package (3.8.1), in which gene length bias was corrected. KEGG and GO terms with corrected *p*-value less than 0.05 were considered significantly enriched by differential expressed genes.

### Statistical analyses

All data showed the means ± standard deviation (SD) of at least three biological replicates with the n indicated in each experiment. The statistical analyses were indicated in the legends of each figure, with *p* < 0.05 indicating a statistically significant difference. The statistical analysis was performed in Graphpad prism (Version 9) and IBM SPSS Statistics 27.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary information

Peer Review File

Reporting Summary

## Source data

Source Data

## Data Availability

The raw RNA-seq data generated in Fig. 3a, b, f and Supplementary Fig. 2o have been deposited in the GEO datasets under accession code GSE239729. The published microarray data generated from the liver tissue of obese mice (GSE83596) and RNA-seq data from the livers of patients (GSE126848) with or without NAFLD in the GEO database were analyzed and shown in Fig. 2a and b, respectively. The images representing mouse models, mitochondria and liver in Figs. 1a, 2d, 9 and Supplementary Fig. 7b are created with BioRender.com (agreement number: EJ264NJ98Y). The data used to generate the main results shown in the main figures and Supplementary figures are available as Source data. Source data are provided with this paper.

# Supplementary material for: Cdo1-Camkk2-AMPK axis confers the protective effects of exercise against NAFLD in mice
**Source:** Nat Commun. 2023 Dec 18;14:8391. doi: 10.1038/s41467-023-44242-7
**Supplement:** Supplementary file 1 — Supplementary information

## Supplementary information for

### **Cdo1-Camkk2-AMPK axis confers the protective effects of exercise against NAFLD in mice**

Min Chen<sup>1,2,3</sup>, Jie-Ying Zhu<sup>1,2,3</sup>, Wang-Jing Mu<sup>1,2,3</sup>, Hong-Yang Luo<sup>1,2,3</sup>, Yang Li<sup>1,2,3</sup>, Shan Li<sup>1,2,3</sup>, Lin-Jing Yan<sup>1,2,3</sup>, Ruo-Ying Li<sup>1,2,3</sup>, Liang Guo<sup>1,2,3\*</sup>

This PDF file includes:

Supplementary Fig. 1 to 9

Supplementary Table 1

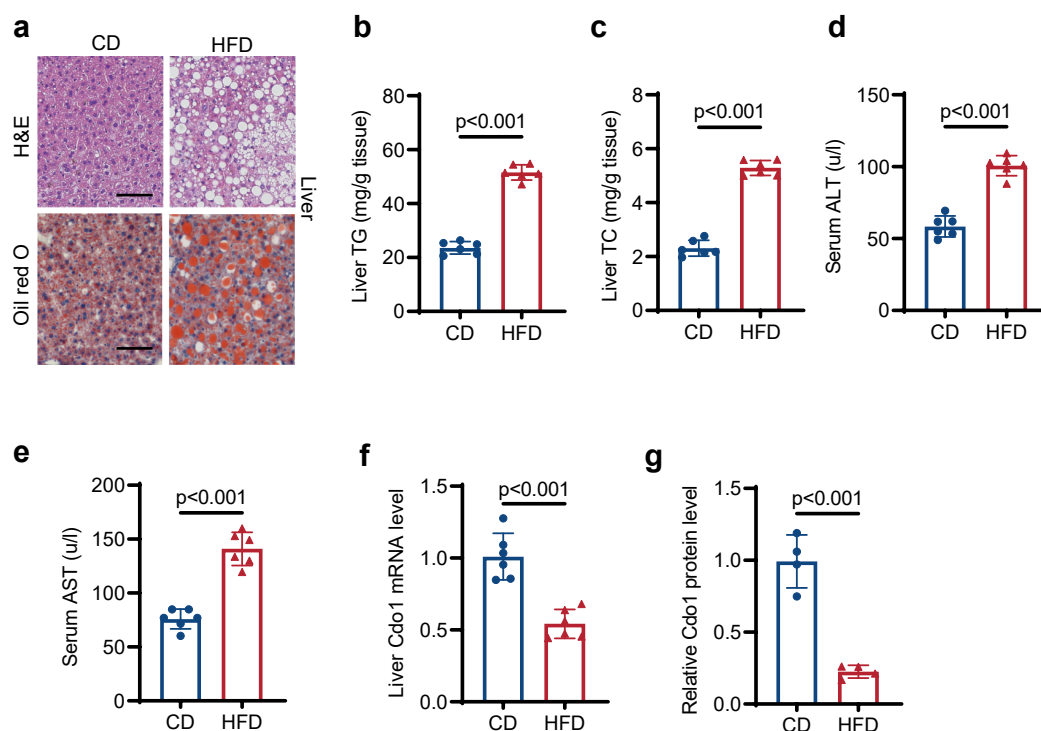

**Supplementary Fig.1 High-fat diet (HFD) induces hepatic steatosis in mice.** 6-week-old male mice were fed with chow diet (CD) or high-fat diet (HFD)-fed for 16 weeks before being sacrificed. **a** Representative images of hematoxylin and eosin (H&E) staining and Oil Red O staining analysis of liver sections. Experiments were performed 3 times and similar results were obtained. Scale bars, 50  $\mu$ m. **b, c** Triglyceride (TG) and Cholesterol (TC) levels in mice livers, respectively (n=6 mice per group). **d** and **e** Serum alanine aminotransferase (ALT) and serum aspartate aminotransferase (AST) levels in mice, respectively (n=6 mice per group). **f** The Cdo1 mRNA level was determined in mice livers (n=6 mice per group). **g** Quantification of western blotting results of **Fig. 2c** (n=3 mice per group). For statistical analysis, unpaired two-tailed t tests were performed in **b-g**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

**a**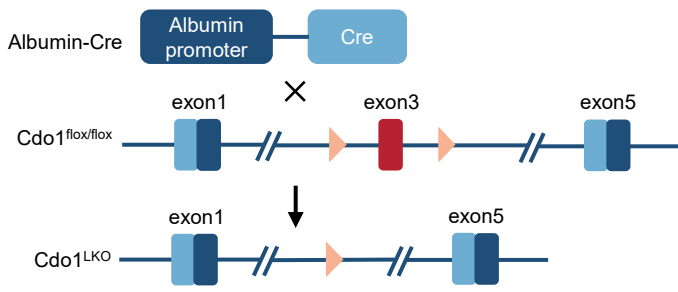**b**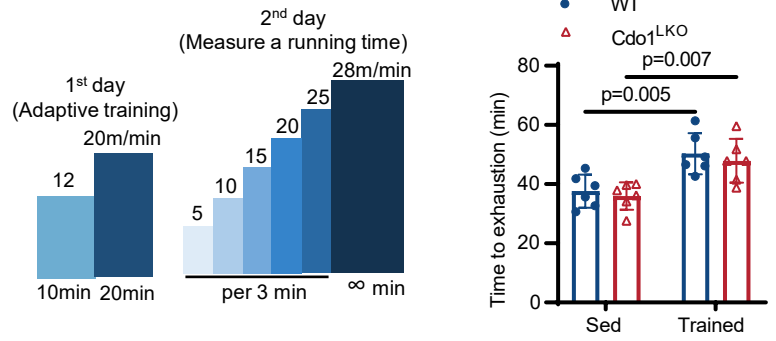**c**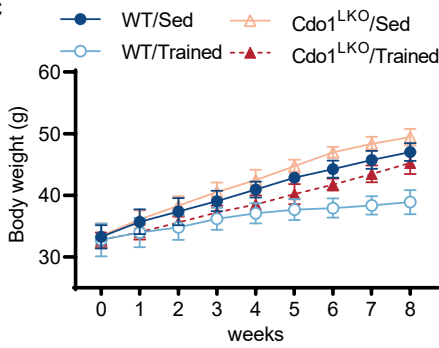**d**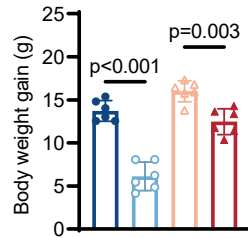**e**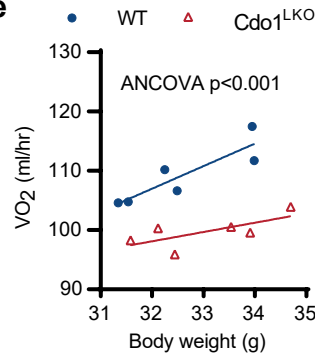**f**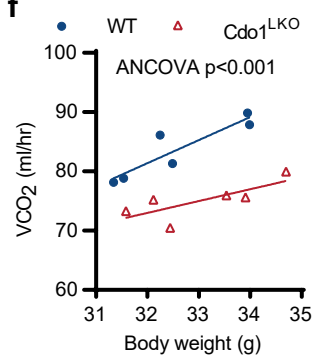**g**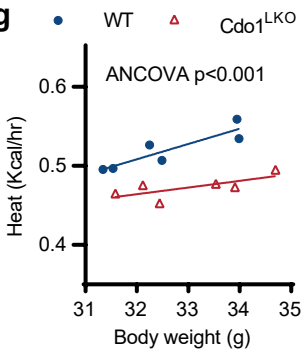**h**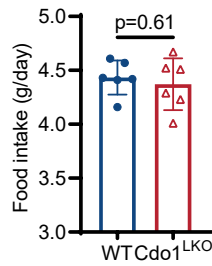**i**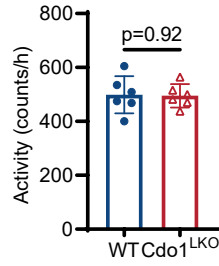**j**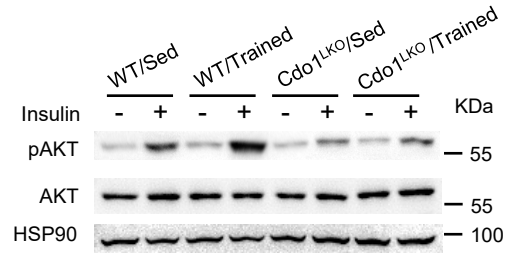**k**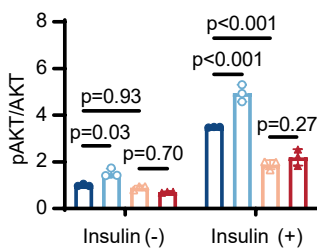**l**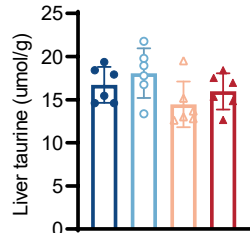**m**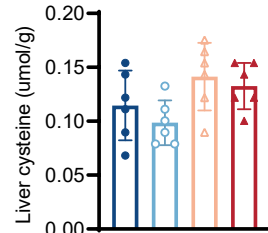**n**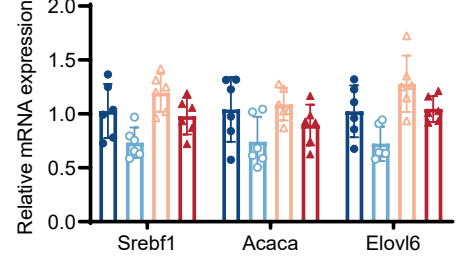**o**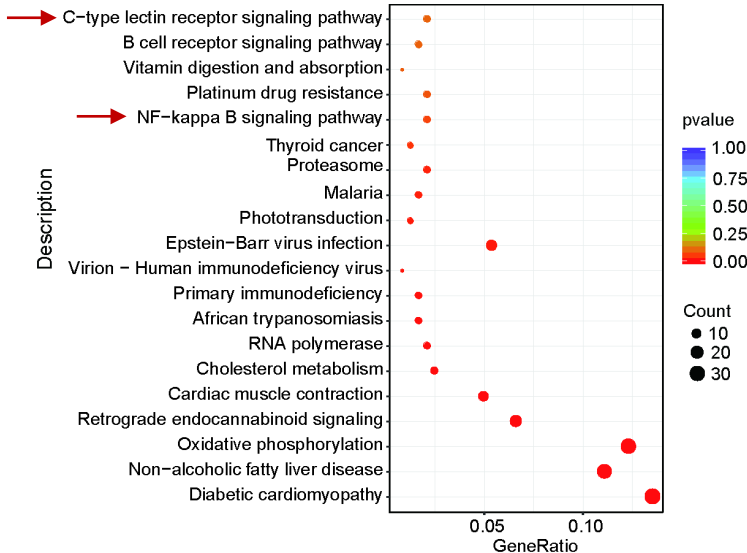**p**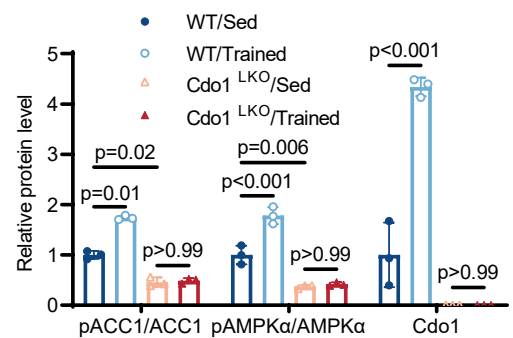

**Supplementary Fig.2 Exercise-mediated alleviation of fatty liver in mice is blunted by hepatocyte-specific knockout of Cdo1 (Cdo1<sup>LKO</sup>).** **a** Cdo1<sup>LKO</sup> mice (Cdo1<sup>flox/flox</sup>/Albumin- Cre<sup>+</sup>) were generated by crossbreeding Cdo1<sup>flox/flox</sup> and albumin promoter driven Cre transgenic mice. Cdo1<sup>flox/flox</sup> /Albumin-Cre<sup>-</sup> mice were used as wild-type control (WT). **b** Protocol for the treadmill exhaustion time test. Mice were treated as described in **Fig. 1a**. **c, d** Mice were treated as in **Fig. 2d** (n=6 mice per group). **c** The body weight changes of the mice during the 8 weeks of exercise. **d** The body weight gain of the mice for the 8 weeks of exercise. **e-i** Metabolic chamber measurements of the untrained mice (Sed) after 6 weeks of HFD feeding (n=6 mice per group). **e-g** Regression based analysis of VO<sub>2</sub>, VCO<sub>2</sub> and heat production against body weight. **h** Food intake of the mice. **i** Physical activity of the mice. **j** WT and Cdo1<sup>LKO</sup> mice were treated as in **Fig. 2d**. After 14 weeks of HFD feeding (6 weeks of exercise training or not), mice were administered with insulin for 20min, after which they were sacrificed and liver tissues were harvested for analysis. Representative western blot analysis for AKT and its phosphorylation form (p-AKT, s473) in liver. HSP90α/β serves as an internal control (n=3 mice per group, and blots were performed 3 times and similar results were obtained). **k** Quantification of western blotting results of **j**. **l to n**, mice were treated as in **Fig. 2d** (n=6 mice per group). **l, m** Taurine and cysteine levels in mice livers, respectively. **n** The *Srebf1*, *Acaca* and *Elovl6* mRNA levels in mice livers. **o** Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway analysis of upregulated genes based on RNA-seq data in **Fig. 3a**. **p** Quantification of western blotting results of **Fig. 3g**. Two-sided Wald tests without adjustment were performed in **a**. **o**. Unpaired two-tailed t tests were performed in **h-i**; two-way analysis of variance plus Tukey's post hoc tests were performed in **b, d, k-n** and **p**; two-sided ANCOVA analyses were performed in **e-g**. All data show the means ± SD. Source data are provided as a Source Data file.

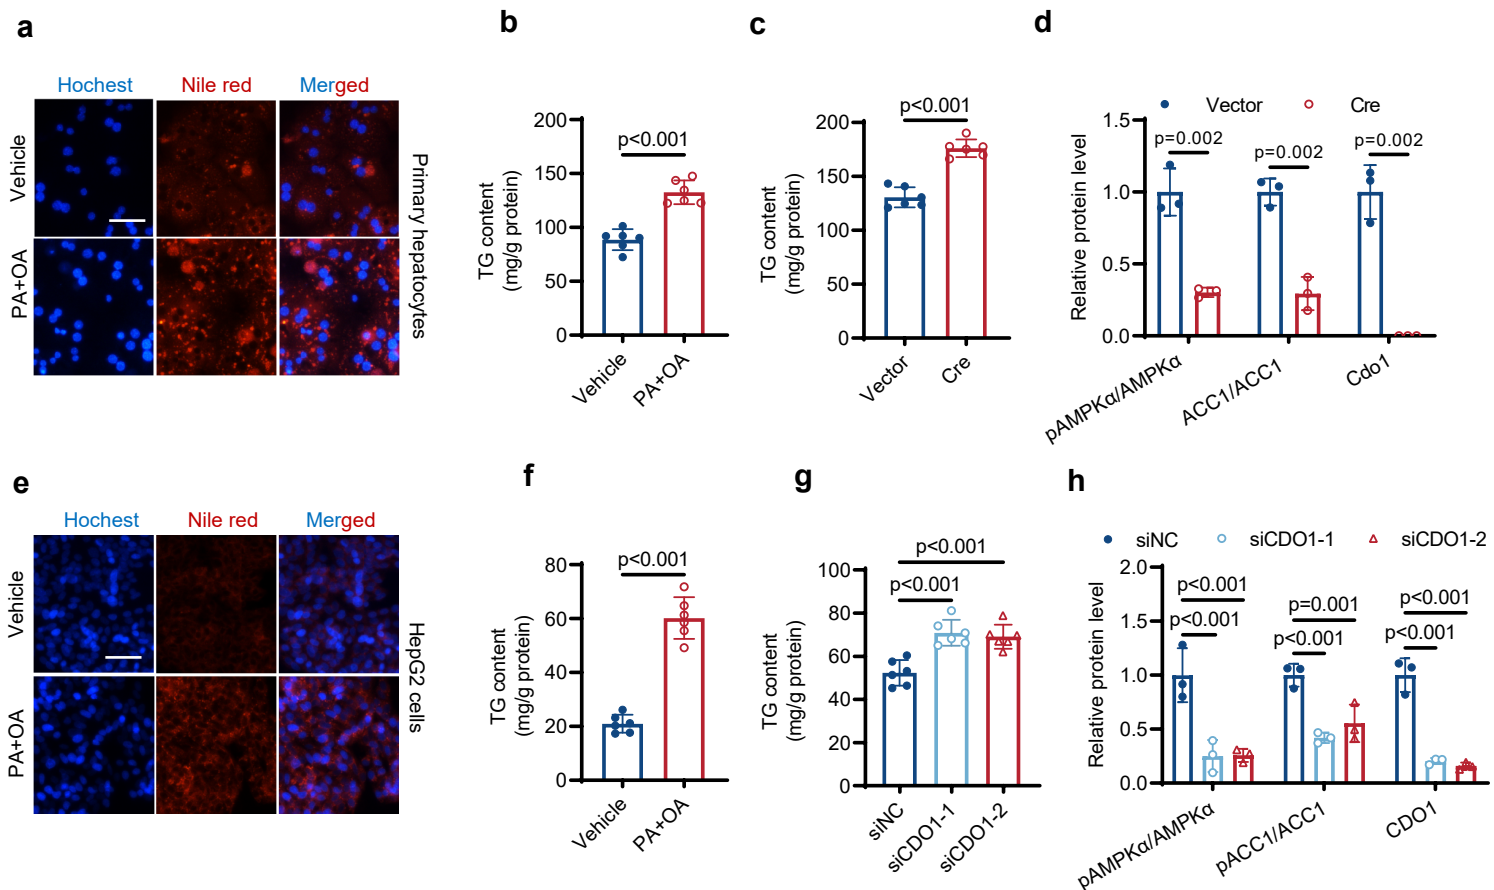

**Supplementary Fig.3 Cdo1 deficiency promotes steatosis in hepatocytes.** **a, b** Primary hepatocytes were treated with a mixture of 0.6 mM oleate and palmitate (FFAs) at a final ratio of 2:1 for 24 h. Then cells were harvested and analyzed. **a** Nile red and Hoechst staining of the cells. Scale bars, 50  $\mu$ m. OA + PA, 0.6 mM oleate and palmitate. **b** Triglyceride (TG) levels in primary hepatocytes (n=6 independent biological replicates). **c, d** Cdo1<sup>fllox/fllox</sup> loci-containing primary hepatocytes were infected with adenovirus harboring Cre (AD-Cre) for the ablation of Cdo1. After 24 h, cells were treated with FFAs for 24 h. Then cells were harvested and analyzed (n=6 independent biological replicates). **c** TG levels in primary hepatocytes. **d** Quantification of western blotting results of **Fig. 4b**. **e, f** HepG2 cells were treated with a mixture of FFAs for 24 h. Then cells were harvested and analyzed. **e** Nile red and Hoechst staining of the cells. Scale bars, 50  $\mu$ m. **f** TG levels in HepG2 cells (n=6 independent biological replicates). **g, h** HepG2 cells were transfected with the indicated small interfering RNA (siRNA). After 24 h, cells were treated with a mixture of FFAs for 24 h. Then cells were harvested and analyzed (n=6 independent biological replicates). **g** TG levels in HepG2 cells. **h** Quantification of western blotting results of **Fig. 4i**. Experiments were performed 3 times and similar results were obtained in **a** and **e**. Unpaired two-tailed t tests were performed in **b-d** and **f**; one-way analysis of variance plus Tukey's post hoc tests were performed in **g**; two-way analysis of variance plus Tukey's post hoc tests were performed in **h**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

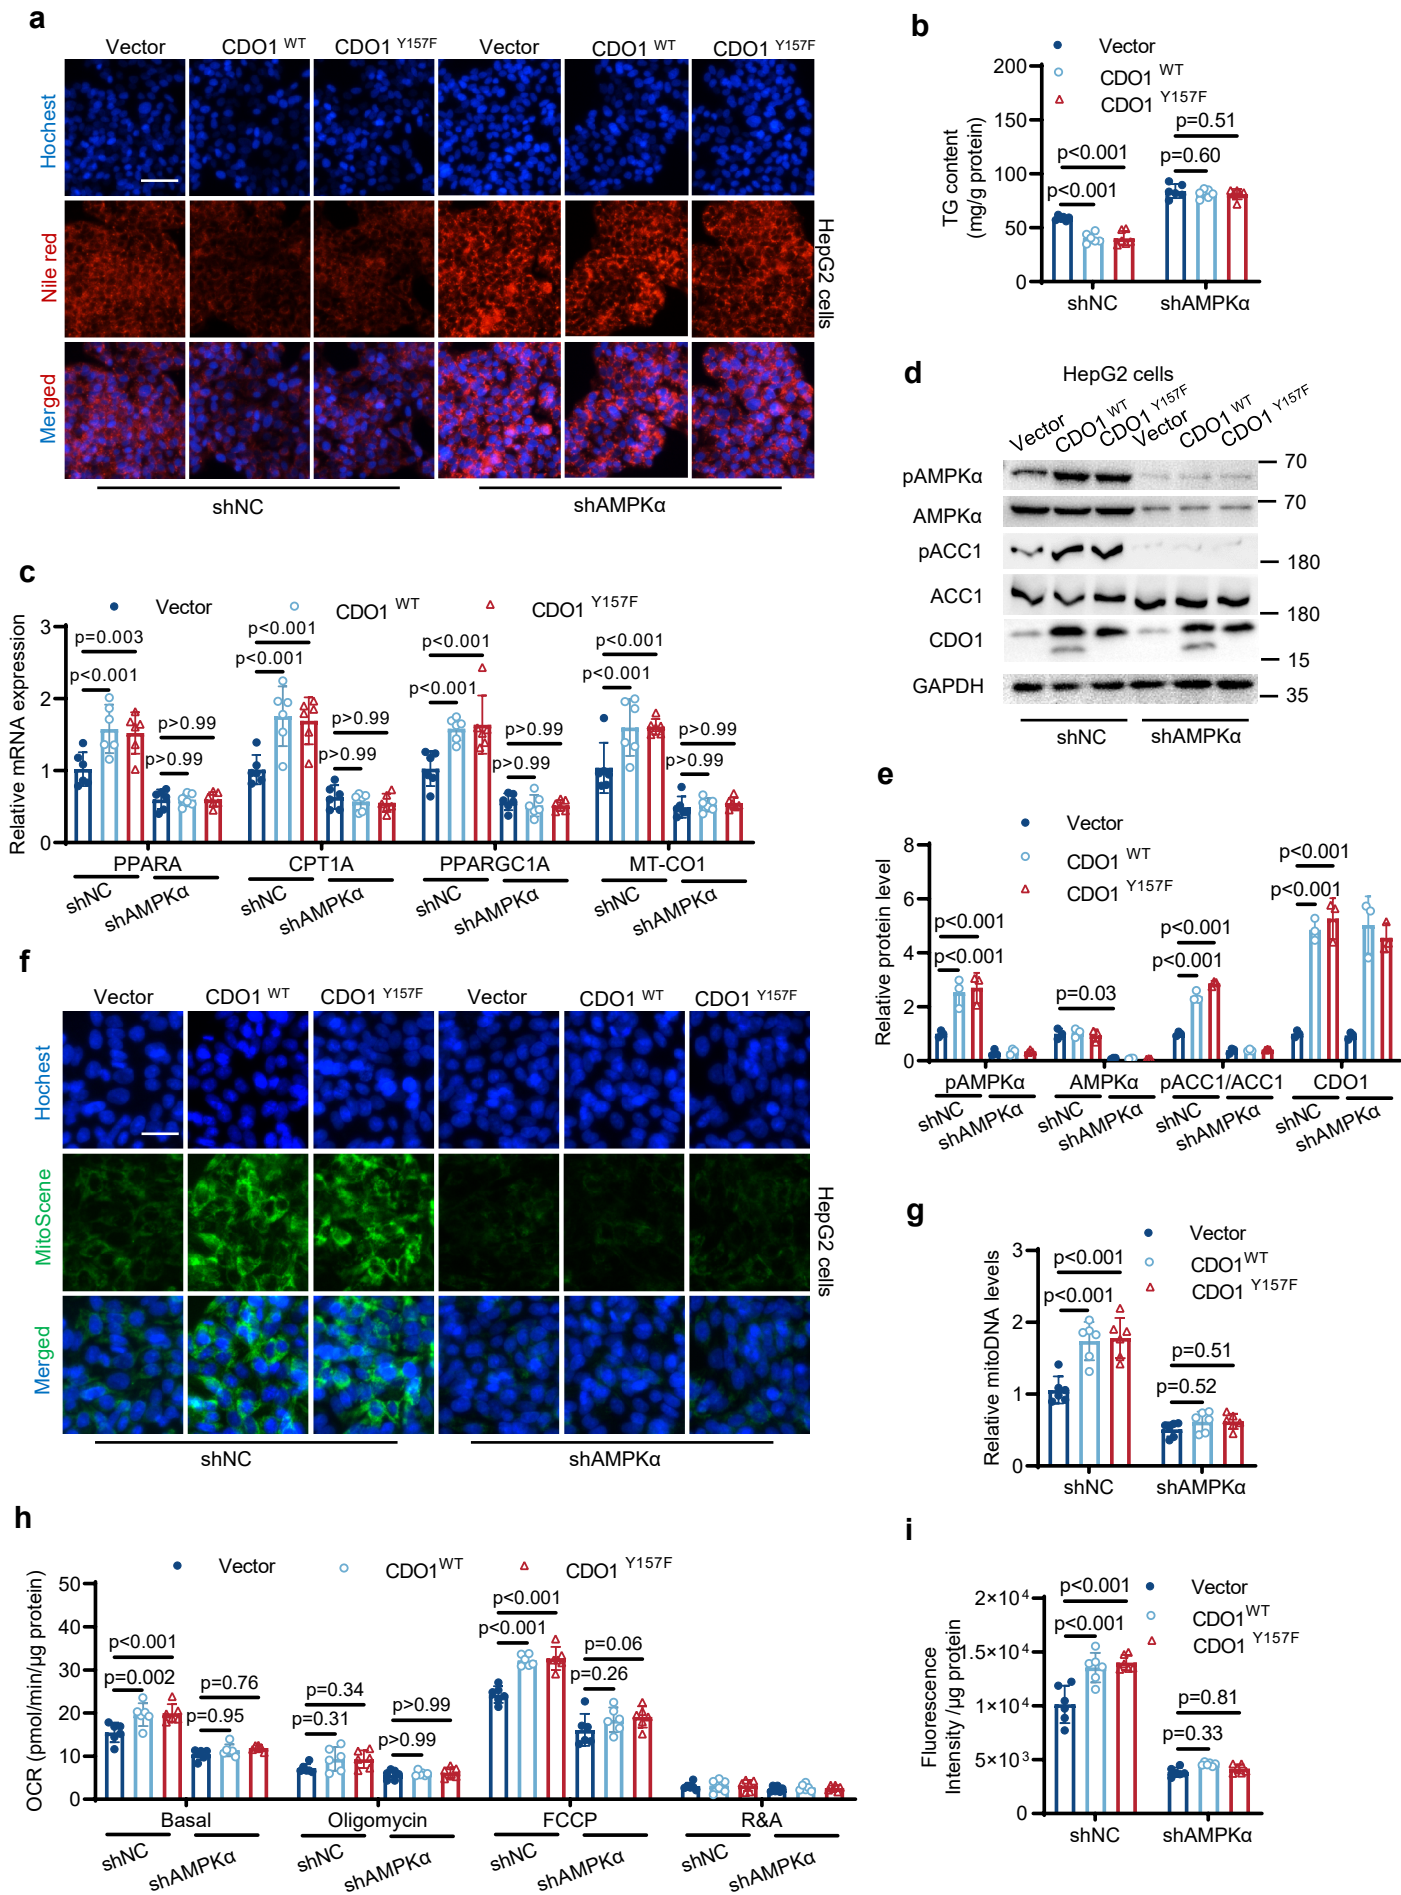

**Supplementary Fig.5 AMPK signaling is required for Cdo1-mediated amelioration of steatosis in HepG2 cells.** HepG2 cells were infected with AD-Cdo1<sup>WT</sup>, AD-Cdo1<sup>Y157F</sup> or Vector, together with the infection of adenoviruses harboring the indicated short hairpin RNA (shRNAs). After 24 h, cells were treated with a mixture of oleate and palmitate (FFAs) for 24 h. Then cells were harvested and analyzed. n=3 independent biological replicates for western blotting. n=6 independent biological replicates for other experiments. **a** Nile red and Hoechst staining of the cells. Scale bars, 50  $\mu$ m. **b** Triglyceride (TG) levels in HepG2 cells. **c** The mRNA levels of the indicated genes. **d** HepG2 Cell lysates were analyzed by western blotting (n=3 independent biological replicates, and representative blot was shown). **e** Quantification of western blotting results of **d**. **f** MitoScene and Hoechst staining of the cells. Scale bars, 25  $\mu$ m. **g** The mitochondrial DNA (mitoDNA) levels in HepG2. **h** Respiration in HepG2 cells. OCR, oxygen consumption rate. FCCP, mitochondrial uncoupler. R&A, rotenone and antimycin A. **i** Fatty acid oxidation (FAO) levels in HepG2. Experiments were performed 3 times and similar results were obtained in **a**, **d** and **f**. Two-way analysis of variance plus Tukey's post hoc tests were performed in **b**, **c**, **e**, and **g-i**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

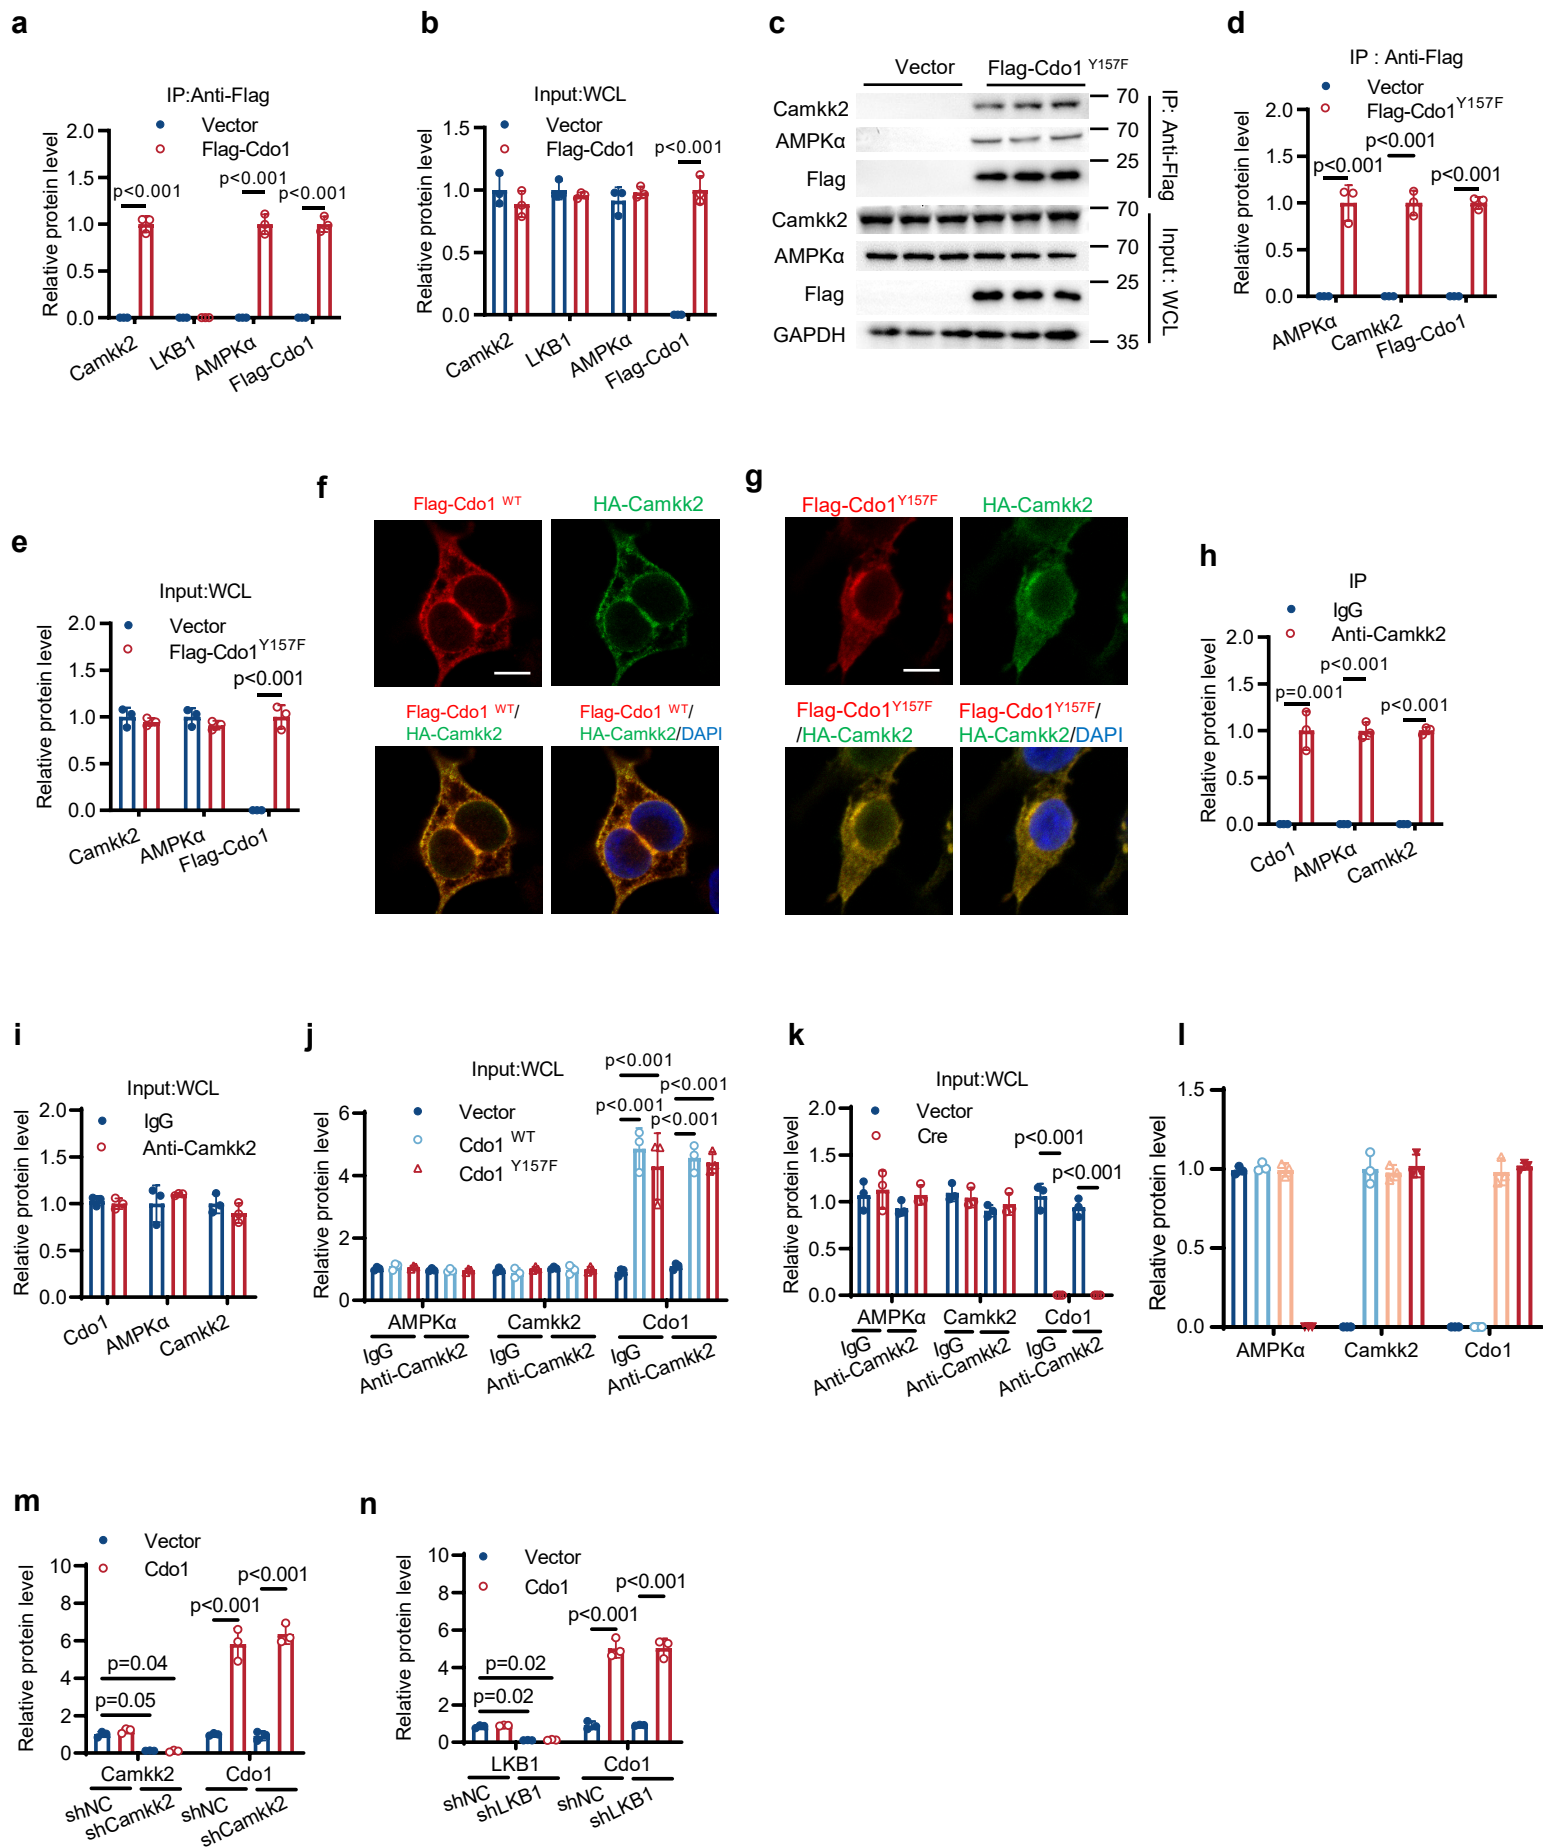

**Supplementary Fig.6 Cdo1 tethers Camkk2 and AMPK $\alpha$  to promote Camkk2-mediated AMPK phosphorylation.** **a, b** Quantification of Immunoprecipitation (IP) and Input western blotting results of **Fig. 7a** (n=3 independent biological replicates). **c** Primary hepatocytes were infected with AD-Flag-Cdo1<sup>Y157F</sup>, and immunoprecipitation was performed using anti-Flag beads and followed by western blotting (n=3 independent biological replicates). WCL, whole cell lysate. **d** and **e** Quantification of IP and Input western blotting results of **c**. **f** and **g** HEK293T cells were co-transfected with plasmids encoding Flag-Cdo1<sup>WT</sup> or Flag-Cdo1<sup>Y157F</sup> and HA-Camkk2, followed by confocal analyses. Scale bars, 10  $\mu$ m. **h, i** Quantification of IP and Input results of **Fig. 7d**. **j** Quantification of Input results of **Fig. 7e**. **k** Quantification of Input results of **Fig. 7g**. **l** Quantification of western blotting results of **Fig. 7i**. **m** Quantification of western blotting results of **Fig. 7k**. **n** Quantification of western blotting results of **Fig. 7m**. Experiments were performed 3 times and similar results were obtained in **c, f** and **g**. Unpaired two-tailed t tests were performed in **a, b, d, e, h** and **i**; two-way analysis of variance plus Tukey's post hoc tests were performed in **j-n**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

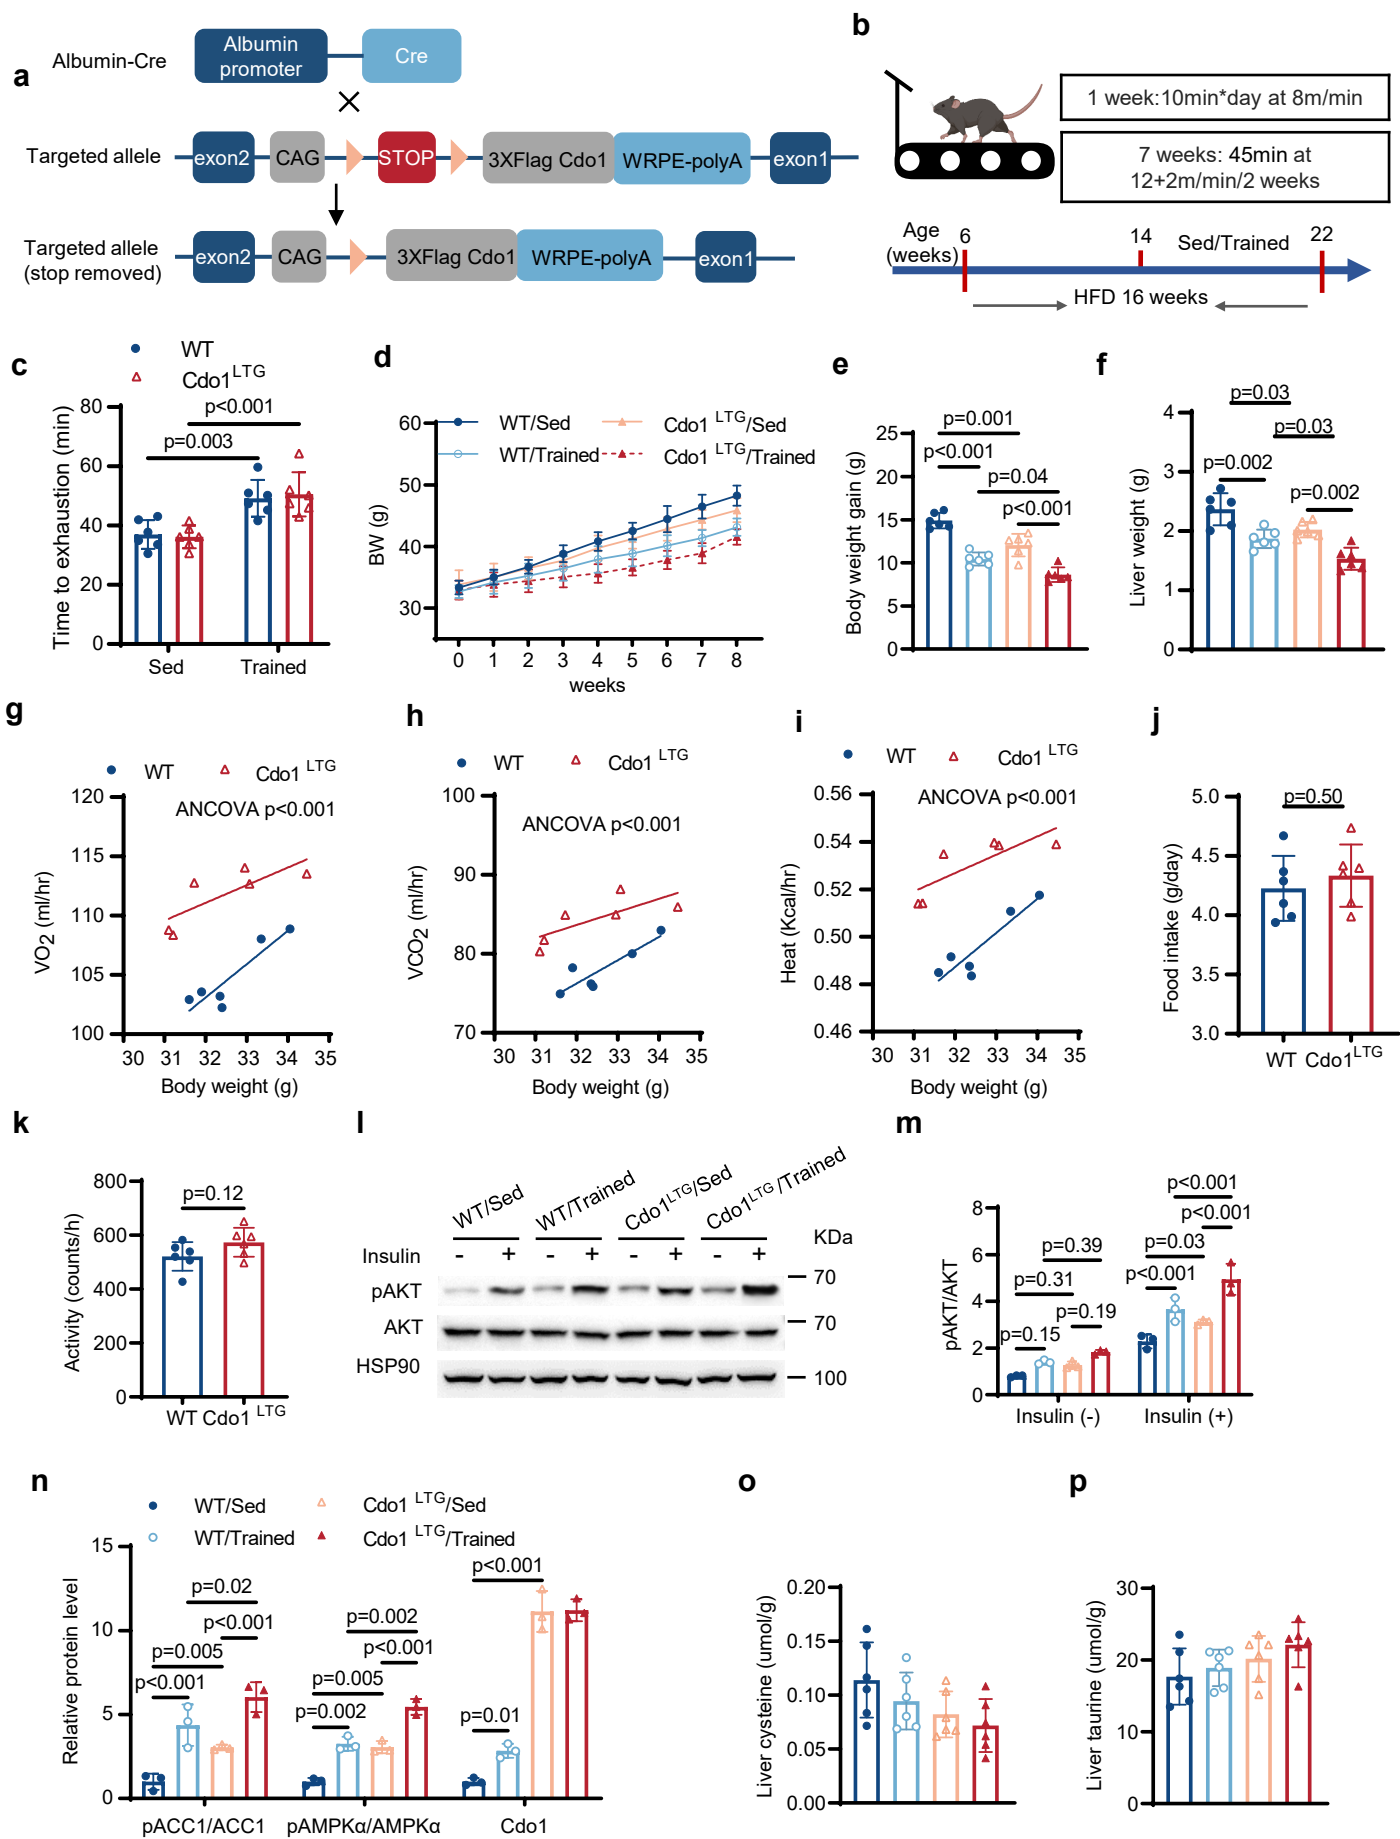

**Supplementary Fig.7 Hepatocyte-specific overexpression of Cdo1 (Cdo1<sup>LTG</sup>) and exercise cooperate to alleviate HFD-induced NAFLD in mice.** **a** Schema of liver specific Cdo1 transgenic (Cdo1<sup>LTG</sup>) mouse model. **b** 6-week-old WT and Cdo1<sup>LTG</sup> mice were fed HFD for 16 weeks, with or without exercise in the last 8 weeks. The intervention program is illustrated. The representing mouse model was created using BioRender.com. **c** The time to exhaustion of Cdo1<sup>LTG</sup> and WT mice was measured by using the method as described in **Supplementary Fig. 2b**. Mice were treated as described in **Fig. 1a**. **d-f** Mice were treated as described in **b** before being sacrificed for analysis (n=6 mice per group). **d** The body weight changes of the mice during the 8 weeks of treadmill training. **e** The body weight gain of the mice for the 8 weeks of treadmill training. **f** Liver weights in mice. **g** to **k**, Metabolic chamber measurements of the untrained mice (Sed) after 6 weeks of HFD feeding (n=6 mice per group). **g-i** Regression based analysis of VO<sub>2</sub>, VCO<sub>2</sub> and heat production against body weight of the mice. **j** Food intake of the mice. **k** Physical activity of the mice. **l** WT and Cdo1<sup>LKO</sup> mice were treated as described in **b**. After 14 weeks of HFD feeding (6 weeks of exercise training or not), mice were administered with insulin for 20min, after which they were sacrificed and the liver tissues were harvested for analysis. Representative western blot analysis for AKT and its phosphorylation form (p-AKT, s473) in liver (n=3 mice per group, and blots were performed 3 times and similar results were obtained.). **m** Quantification of western blotting results of **l**. **n** Quantification of western blotting results of **Fig. 8j**. **o, p** Mice were treated as described in **d-f**. Taurine and cysteine levels in mice livers. Unpaired two-tailed t tests were performed in **j-k**; two-way analysis of variance plus Tukey's post hoc tests were performed in **c, e, f** and **m-p**; two-sided ANCOVA analyses were performed in **g-i**. All data show the means ± SD. Source data are provided as a Source Data file.

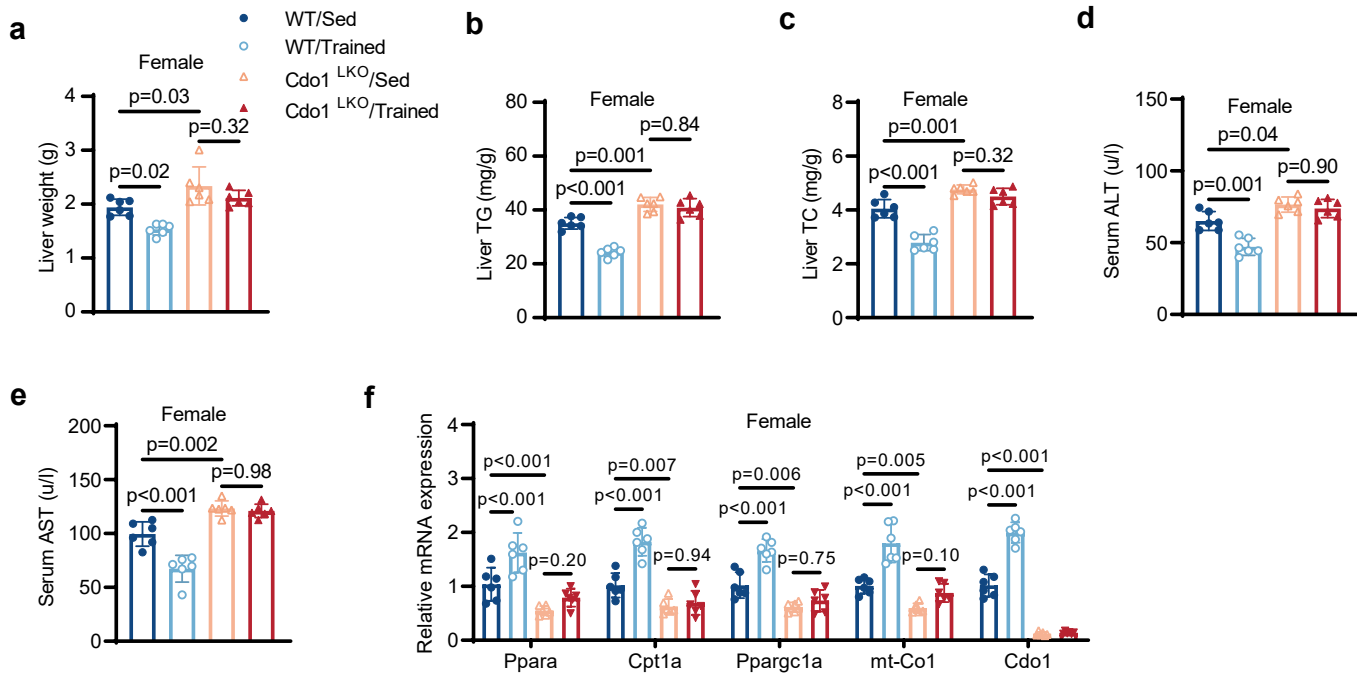

**Supplementary Fig.8 Exercise-mediated alleviation of fatty liver in female mice is blunted by Cdo1<sup>LKO</sup>.** 6-week-old Cdo1<sup>flx/flx</sup> (WT) and Cdo1<sup>LKO</sup> female mice were fed HFD for 16 weeks, with or without exercise in the last 8 weeks. The intervention program is illustrated in **Fig. 2d**. Then mice were sacrificed for analysis (n=6 mice per group). **a** Liver weights in mice. **b, c** Triglyceride (TG) and Cholesterol (TC) levels in mice livers, respectively. **d, e** Serum alanine aminotransferase (ALT) and serum aspartate aminotransferase (AST) levels in mice, respectively. **f** The mRNA levels of the indicated genes were determined in mice liver. Two-way analysis of variance plus Tukey's post hoc tests were performed in **a-f**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

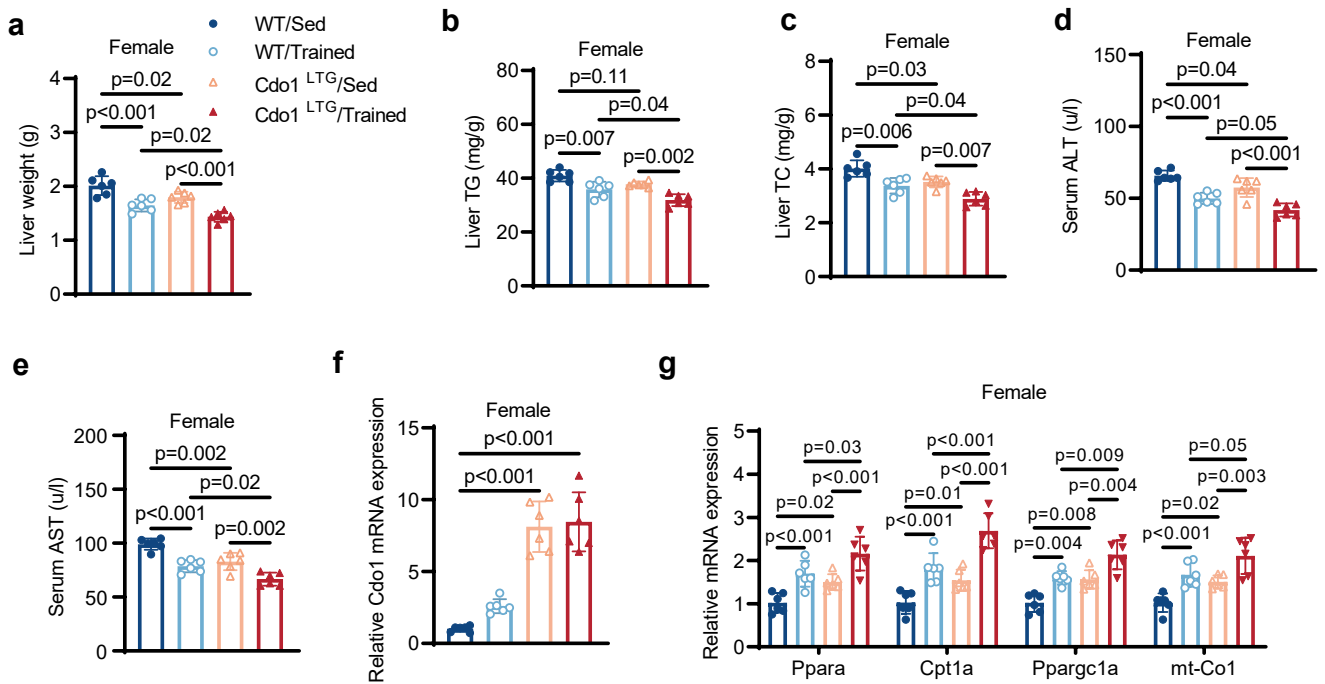

**Supplementary Fig.9 Hepatocyte-specific overexpression of Cdo1 (Cdo1<sup>LTG</sup>) alleviates fatty liver in synergy with exercise in female mice.** 6-week-old WT and Cdo1<sup>LTG</sup> female mice were fed HFD for 16 weeks, with or without exercise in the last 8 weeks. The intervention program is illustrated of **Supplementary Fig. 7b**. Then mice were sacrificed for analysis (n=6 mice per group). **a** Liver weights in mice. **b, c** Triglyceride (TG) and Cholesterol (TC) levels in mice livers, respectively. **d, e** Serum alanine aminotransferase (ALT) and serum aspartate aminotransferase (AST) levels in mice, respectively. **f** The mRNA levels of the indicated genes were determined in mice liver. Two-way analysis of variance plus Tukey's post hoc tests were performed in **a-f**. All data show the means  $\pm$  SD. Source data are provided as a Source Data file.

Supplementary Table 1. Primers used for qPCR.

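The positions of the mouse primers were looked up in the GENCODE mouse transcripts on GRCm38, for 14 primer pairs, of which 13 are for RT-qPCR and the other amplifies mtCO1 from genomic DNA. Both primers of a pair matched the named gene exactly for 9 pairs. In each of these 9 pairs the product lies in the coding sequence of the transcript used. The Cdo1 primers both lie in exon 1 of the principal transcript, on chromosome 18, at 46728096 to 46728112 and at 46728004 to 46728020, and give a product of 109 bases. The Cpt1a product is 169 bases long and runs from exon 16 into exon 18, with the reverse primer across the junction of exons 17 and 18. The Acadm product of 194 bases joins exons 8 and 9, the Ppargc1a product of 200 bases joins exons 7 and 8, the Srebf1 product of 278 bases joins exons 9 and 10, and the Elovl6 product of 192 bases joins exons 3 and 4. The Acaca product of 288 bases runs from exon 49 to exon 51, and the same primer pair also matched the processed pseudogene Gm5182. The Ndufs1 product of 139 bases lies within exon 8. The mt-Co1 product of 190 bases lies in the single exon of this mitochondrial gene, and its primers also matched the unprocessed pseudogenes Gm13340 and Gm29216. For 5 pairs the reverse primer, as read from a text version of the supplement that was not compared with the original, matched 0 genes. In the transcript of the named gene, the closest site differed from the reverse primer in that text by 1 base for mt-Nd5, Ppara and Rplp0, the reference gene listed under an older symbol, by 2 bases for the genomic mtCO1 primer and by 3 bases for Ehhadh, counting substitutions, insertions and deletions alike. Measured to that closest site, the products are 284 bases for mt-Nd5, 114 bases for Ppara, 109 bases for Rplp0, 116 bases for genomic mtCO1 and 198 bases for Ehhadh. The forward primers for mt-Nd5, genomic mtCO1 and Elovl6 each matched 2 genes, the named gene included. For Elovl6 the reverse primer matched only the named gene. The other primers, human ones included, were not analysed here.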

|                                         | Forward primer (5'-3')   | Reverse primer (5'-3')       |
|-----------------------------------------|--------------------------|------------------------------|
| <b>ChIP-qPCR primers</b>                |                          |                              |
| $\beta$ -globin promoter                | AAGCCTGATTCCGTAGAGCCACAC | CCCACAGGCAAGAGACAGCAGC       |
| Cdo1 promoter                           | GCCTGAACCCTCCTCT         | TCAAACAGCCAAGCAC             |
| <b>RT-qPCR primers</b>                  |                          |                              |
| CPT1A homo                              | CGGACGGGATTGACCT         | CCACCACCACGATAAGC            |
| PGC1A Homo                              | ACGACGAAGCAGACAAG        | AATAGGATTGCGTGCC             |
| CDO1 homo                               | GGTGGTTGGTTGTGGTA        | CAGTGGGAGTTGGTATGA           |
| PPARA Homo                              | CCTCGGTGACTTATCCTG       | ACTGGCATTGTGTTCTGTT          |
| mt-CO1 homo                             | GACCGCAACCTCAACA         | AGCCTGGTAGGATAAGAAT          |
| 18S rRNA homo                           | TTCGAACGTCTGCCCTATCAA    | ATGGTAGGCACGGCGACTA          |
| mt-Co1 mus                              | TCTATCAATGGGAGCAGTGTTT   | GTAGTCTGAGTAGCGTCGTGGT       |
| mt-Nd5 mus                              | ATAGCCTGGCAGACGAACAA     | GGAGATTAGGGGGGGGAAAAC        |
| Ehhadh mus                              | AACCCATCACATCAAGCA       | CCAAGTGGAGCAGCATAG           |
| Acadm mus                               | CGTTCTAACCCAGATCCTA      | AAACCTGCTCCTTCACC            |
| Cpt1a mus                               | TCCAAGTATCTGGCAGTCG      | AGCCGTCATCAGCAACC            |
| Ppargc1a mus                            | ACAAGACTATTGAGCGAACC     | GTGGCTGCCTTGGGTA             |
| Ndufs1 mus                              | GCAGGAGTAGATGATTTGG      | AAGGCTTAGAGGTTAGGG           |
| Ppara mus                               | GCTATCCCAGGCTTTGC        | CATCCCGTCTTTGTTTCATC         |
| Srebf1 mus                              | CTTCTGGAGACATCGCAAAC     | GGTAGACAACAGCCGCATC          |
| Acaca mus                               | GCTGATCCTGCGAACC         | AACCCAAGAACCACCC             |
| Elovl6 mus                              | AACAAGCGAGCCAAGT         | TGCATAAGCCCAGAATT            |
| Cdo1 mus                                | ACCCTGGCGGACCTCAT        | ACTCGGCGGGATTGCTC            |
| 18s rRNA mus                            | GGGAGCCTGAGAAACGG        | GCTGGCACCAGACTTGC            |
| 36b4 mus                                | AGATTCGGGATATGCTGTTGGC   | TCGGGTCCTAGACCAGTGTTT        |
| <b>Primer sequences for genomic DNA</b> |                          |                              |
| Gene hexokinase-2 mus                   | GCCAGCCTCTCCTGATTTTAGTGT | GGGAACACAAAAGACCTCTTCTG<br>G |
| Gene mtCO1 mus                          | GCCCCAGATATAGCATTCCC     | GTTTCATCCTGTTCTGCTCC         |
| Gene mtCO1 homo                         | GACCGCAACCTCAACA         | CGAAGCCTGGTAGGATAA           |
| Gene hexokinase-2 homo                  | GGTCCTGATGCGGTTGG        | TCGCCTTTGTTCTCCTTGAT         |

# Supplementary material for: Cdo1-Camkk2-AMPK axis confers the protective effects of exercise against NAFLD in mice
**Source:** Nat Commun. 2023 Dec 18;14:8391. doi: 10.1038/s41467-023-44242-7
**Supplement:** Supplementary file 3 — Reporting Summary

## Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

n/a Confirmed

- |                                     |                                     |                                                                                                                                                                                                                                                            |
|-------------------------------------|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> | For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/>            | Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

### Software and code

Policy information about [availability of computer code](#)

Data collection

1. qPCR: QuantStudio 6 Flex by Thermo Fisher Scientific
2. Western blot: Tanon-5200S, BIO-RAD
3. RNA-seq: Illumina Hiseq Platform
4. Cell oxygen consumption rates: Oxygraph-2k, Oroboros, Innsbruck, Austria
5. Immunofluorescence: Leica microscope
6. Luciferase reporter assays: CLARIOstar by BMG LABTECH
7. GTT and ITT: a glucometer monitor (Roche)
8. H&E staining and Oil O staining: Olympus microscope
9. FAO level: CLARIOstar by BMG LABTECH
10. Transmission electron microscopy: HITACHI HT7800
11. Metabolic rate: TSE-system, XYZ, 6M/R, Germany Instruments

## Data analysis

1. Western blot: ImageJ (Version 1.53K)
2. Figures were constructed using Microsoft Power Point (Version 2304)
3. Statistical analysis: Graphpad prism (Version 9), IBM SPSS Statistics 27
4. . RNA-seq: Clean reads were aligned to the reference genome using Hisat2 v2.0.5, DESeq2 R package (1.20.0), clusterProfiler R package (3.8.1)

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The raw RNA-seq data generated in Figure 3a,3b, 3f and Supplementary Fig.2o have been deposited in the GEO datasets under accession code GSE239729 (<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE239729>). The published microarray data generated from the liver tissue of obese mice (GSE83596, <https://www.ncbi.nlm.nih.gov/geo/geo2r/?acc=GSE83596>) and RNA-seq data from the livers of patients (GSE126848, <https://www.ncbi.nlm.nih.gov/geo/geo2r/?acc=GSE126848>) with or without NAFLD in the GEO database were analyzed and shown in Figure 2a and 2b. The data used to generate the main results shown in the main figures and Supplementary figures are available as Source data. Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender N/A

Reporting on race, ethnicity, or other socially relevant groupings N/A

Population characteristics N/A

Recruitment N/A

Ethics oversight N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

- ☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size Sample size was determined on experiment feasibility and material availability.

Data exclusions No data was excluded.

Replication All data show the means  $\pm$  standard deviation (SD) of at least three biological replicates with the n indicated in each experiment. All attempts at replication were successful.

Randomization Cell samples and research animals were randomly assigned to different groups.

Blinding The treatments provided to mice and cell were not blinded for practical reasons to avoid mix up. To prevent bias, the investigators were blinded to group allocation during data collection and analysis.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

## Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines       |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

## Methods

| n/a                                 | Involved in the study                           |
|-------------------------------------|-------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Antibodies

### Antibodies used

The following commercial antibodies were used:

Anti-Cdo1 (Proteintech, Cat:12509-1-AP, Lot:00057877, dilution 1:1000 );  
 Anti-AMPK $\alpha$  (Proteintech, Cat: 10929-2-AP, Lot: 00115023, dilution 1:1000 );  
 Anti-p-AMPK $\alpha$  (Beyotime, Cat: AA393-1, dilution 1:1000 );  
 Anti-CREB1 (Proteintech, Cat: 12208-1-AP, Lot: 00102107, dilution 1:800);  
 Anti-p-CREB (Proteintech, Cat: 28792-1-AP, Lot:00102484, dilution 1:800);  
 Anti-ACC1 (Proteintech, Cat: 67373-1-IG, Lot: 10013129, dilution 1:1000 );  
 Anti-p-ACC1 (Santa Cruz, Cat: sc-271965, Lot: E1922, dilution 1:200 );  
 Anti-Camkk2 (Proteintech, Cat: 11549-1-AP, Lot: 00097881, dilution 1:800 );  
 Anti-p-Camkk2 (Affinity, Cat: AF4487, Lot: 8204594,dilution 1:500 );  
 Anti-LKB1(Santa Cruz, Cat: sc-32245, Lot: G1422,dilution 1:200);  
 Anti-p-Akt(s473) (CST, Cat: 9272S, Lot:28,dilution 1:1000 );  
 Anti-tAKT ( CST, Cat: 4060T, Lot:25, dilution 1:1000 );  
 Anti-HA (Proteintech, Cat: 51064-2-AP, Lot: 00116648,dilution 1:10000 )  
 Anti-Flag (Proteintech, Cat: 66008-4-Ig, Lot:10027647, dilution 1:6000);  
 Anti-GAPDH (CST, Cat: D16H11, Lot: 8, dilution 1:1000 ) ;  
 Anti-HSP90 $\alpha$ / $\beta$  (Santa Cruz, Cat: sc-13119, Lot: Jo722, dilution 1:1000 );  
 Peroxidase affiniPure goat anti-mouse IgG secondary antibody (Jackson, Cat: 111-035-003, Lot: 151083, dilution 1:3000 );  
 peroxidase AffiniPure goat anti-rabbit IgG secondary antibody (Jackson, Cat: 111-035-003, Lot: 153526, dilution 1:3000 );  
 Goat anti-mus IgG/Alex Fluor 555 ( Beyotime, Cat: A0460, dilution 1:500);  
 Goat anti-Rabbit IgG/Alex Fluor 488 (Beyotime, Cat: A0562, dilution 1:500).

### Validation

Anti-Cdo1 (Proteintech, Cat:12509-1-AP),  
<https://www.ptgcn.com/products/CDO1-Antibody-12589-1-AP.htm>

Anti-AMPK $\alpha$  (Proteintech, Cat: 10929-2-AP)  
<https://www.ptgcn.com/products/PRKAA1-Antibody-10929-2-AP.htm>

Anti-p-AMPK $\alpha$  (Beyotime, Cat: AA393-1)  
<https://www.beyotime.com/product/AA393.htm>

Anti-CREB1 (Proteintech, Cat: 12208-1-AP),  
<https://www.ptgcn.com/products/CREB1-Antibody-12208-1-AP.htm>

Anti-p-CREB (Proteintech, Cat: 28792-1-AP)  
<https://www.ptgcn.com/products/Phospho-CREB1-Ser133-Antibody-28792-1-AP.htm>

Anti-ACC1 (Proteintech, Cat: 67373-1-IG)  
<https://www.ptgcn.com/products/ACC-Antibody-67373-1-Ig.htm>

Anti-p-ACC1 (Santa Cruz, Cat: sc-271965),  
<https://www.scbt.com/p/p-accalpha-antibody-f-2?requestFrom=search>

Anti-Camkk2 (Proteintech, Cat: 11549-1-AP)  
<https://www.ptgcn.com/products/CAMKK2-Antibody-11549-1-AP.htm>

Anti-p-Camkk2 (Affinity, Cat: AF4487)  
[https://www.affbiotech.cn/goods-14822-AF4487-Phospho\\_CaMKK2\\_Ser511\\_Antibody.html](https://www.affbiotech.cn/goods-14822-AF4487-Phospho_CaMKK2_Ser511_Antibody.html)

Anti-LKB1(Santa Cruz, Cat: sc-32245)

<https://www.scbt.com/p/lkb1-antibody-ley-37d-g6?requestFrom=search>

Anti-pAkt-473 (CST, Cat: 9272S, Lot:28)

<https://www.cellsignal.cn/products/primary-antibodies/phospho-akt-ser473-d9e-xp-rabbit-mab/4060?site-search-type=Products&N=4294956287&Ntt=d9e&fromPage=plp>

Anti-Anti-Akt (CST, Cat: 4060T, Lot:25)

[https://www.cellsignal.cn/products/primary-antibodies/akt-antibody/9272?site-search-type=Products&N=4294956287&Ntt=9272s&fromPage=plp&\\_requestid=1502154](https://www.cellsignal.cn/products/primary-antibodies/akt-antibody/9272?site-search-type=Products&N=4294956287&Ntt=9272s&fromPage=plp&_requestid=1502154)

Anti-HA (Proteintech, Cat: 51064-2-AP)

<https://www.ptgcn.com/products/HA-tag-Antibody-51064-2-AP.htm>

Anti-Flag (Proteintech, Cat: 66008-4-Ig)

<https://www.ptgcn.com/products/Flag-tag-Antibody-66008-4-Ig.htm>

Anti-GAPDH (CST, Cat: D16H11, Lot: 8)

<https://www.cellsignal.com/products/primary-antibodies/gapdh-d16h11-xp-rabbit-mab/5174?site-search-type=Products&N=4294956287&Ntt=d16h11&fromPage=plp>

Anti-HSP90 $\alpha$ / $\beta$  (Santa Cruz, Cat: sc-13119, Lot: Jo722).

<https://www.scbt.com/zh/p/hsp-90alpha-beta-antibody-f-8?requestFrom=search>

Goat anti-mouse (Jackson, Cat: 111-035-003, Lot: 151083),

[http://www.neobioscience.com/prod\\_view.aspx?TypeId=236&Id=726611&Fld=t3:236:3](http://www.neobioscience.com/prod_view.aspx?TypeId=236&Id=726611&Fld=t3:236:3)

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                   |                                                                                                                                                                                                                                                                                  |
|-------------------------------------------------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                               | HEK293T (American Type Culture Collection, CRL3216, USA), HEK293A (National Collection of Authenticated Cell Cultures, SCSP-5094, China), Hepa1-6 (American Type Culture Collection, CRL1830, USA), HepG2 (National Collection of Authenticated Cell Cultures, SCSP-510, China). |
| Authentication                                                    | The cell lines were authenticated using STR method by the suppliers.                                                                                                                                                                                                             |
| Mycoplasma contamination                                          | All cell lines were tested negative for mycoplasma contamination.                                                                                                                                                                                                                |
| Commonly misidentified lines (See <a href="#">ICLAC</a> register) | No commonly misidentified cell lines were used.                                                                                                                                                                                                                                  |

## Animals and other research organisms

Policy information about [studies involving animals; ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

|                         |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                   |
|-------------------------|-----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | All animal experiments were approved by Shanghai University of Sport Animal Care and Use Committee (No. 102772022DW002). C57BL/6J mice were used for all the experiments. 

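In the mouse annotation GENCODE M21 (genome build GRCm38), Cdo1 (ENSMUSG00000033022.8) lies on the minus strand of chromosome 18 from 46713193 to 46728395. Its principal transcript is 1595 bases long, has 5 exons and encodes a protein of 200 residues. Exon 3 runs from 46720287 to 46720441 and is 155 bases long, all of them coding, which is 25.8% of the 600 coding bases. It carries residues 83 to 135 of the protein. Intron 2, upstream of it, is 2876 bases long, and intron 3 is 4520 bases long. In the direction of transcription, exon 3 reads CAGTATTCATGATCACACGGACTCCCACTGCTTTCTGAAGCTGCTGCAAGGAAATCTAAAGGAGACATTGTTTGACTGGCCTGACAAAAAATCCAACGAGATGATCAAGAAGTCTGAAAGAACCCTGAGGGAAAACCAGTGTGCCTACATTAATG. Of the 5 annotated transcripts, 3 contain the whole of this exon with the same ends and the others overlap it.

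**Figure D1:**
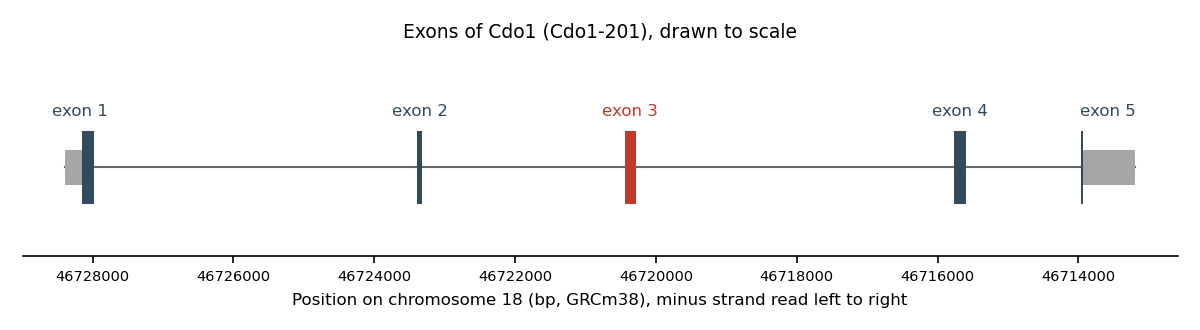
Exons of the principal Cdo1 transcript on chromosome 18 of GRCm38, in base pairs, with the 5′ end at the left. Tall boxes are coding sequence, low grey boxes are untranslated sequence and the line is intron; exon 3 is in red, between introns of 2876 and 4520 bases.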

Cdo1 flox/flox mice were generated by CRISPR-Cas9 with loxP sites flanking exon 3, and the genotype was identified via PCR with the following sequences: forward AAGTTTGTGTTTGTACCGTGTC, reverse GTCCGTGTGATCATGAATACTGC. Albumin-Cre mice were purchased from the Model Animal Research Center of Nanjing University. 

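The reverse genotyping primer, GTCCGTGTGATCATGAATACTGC, is 23 bases long. Read on the strand of the gene, 22 of these bases are the first 22 bases of exon 3 of Cdo1, and the remaining 1 precedes the exon. The forward primer, AAGTTTGTGTTTGTACCGTGTC, matched 0 genes in the transcript sequences, and its position in the genome was not analysed here. Cre recombinase deletes the sequence between loxP sites, here the stretch that carries exon 3. The 155 bases of exon 3 leave a remainder of 2 when divided by 3. In a principal transcript in which exon 2 is joined to exon 4, 445 coding bases are left. The first 82 codons encode the same residues as in the full-length protein, and a stop codon follows codon 115, both counted from the start codon. These are readings of the annotated sequence, not measurements in the mice.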

Liver specific Cdo1 knockout mice (Cdo1flox/flox/Albumin-Cre+, Cdo1LKO) were generated by crossbreeding Cdo1flox/flox and albumin promoter driven Cre transgenic mice. Liver specific Cdo1 transgenic mice were generated by cross-breeding the mice containing the CMV promoter-driven but stop signal-suppressed 3*Flag-tagged murine Cdo1 expression cassette (CMV-Stop-Cdo1 mice) with Albumin-Cre mice. Albumin promoter-driven expression of Cre was used to remove the stop signal so as to specifically trigger the expression of 3*Flag-tagged Cdo1 in hepatocytes, thereby generating Cdo1 LTG mice. CMV-Stop-Cdo1/Albumin-Cre- mice were used as the controls (wild-type, WT). All animals were housed at 23 $\pm$ 2°C with a humidity of 50% $\pm$ 5% in a 12 h light/dark cycle and fed ad libitum with standard mouse feed and water throughout the experiments. Further, 6-week-old mice with different genotypes as described above were fed on HFD (D12492, Research Die) for 16 weeks to cause diet-induced-NAFLD. Chow diet (CD, 1010086, Xietong Shengwu, China) was used as the control diet. Beside HFD-induced NAFLD, mice were in generally good health. |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Reporting on sex        | We used male and female C57BL6/J mice in our study. In our present work, the functional role of liver Cdo1 in controlling NAFLD and in exercise-mediated alleviation of NAFLD was explored in both male and female mice.<br>For cell experiments, we used HepG2 (male) and Hepa1-6 cells (sex unknown), and primary hepatocytes were isolated from liver tissue of 8-week-old male mice.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Field-collected samples | No field collected samples were used in this study.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                               |
| Ethics oversight        | The procedures related to animal subjects were approved by Shanghai University of Sport Animal Care and Use Committee (No. 102772022DW002).                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

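By the tissue and source name in their labels, the deposited expression data come from livers of WT and Cdo1LKO mice, with 3 samples in each group. The paper also gives liver, but the extraction protocol in the labels says that retinas were removed. The tissue could not be checked here, because no column of expression values was used. The labels give 12 weeks of HFD. The paper gives 16 weeks for the protocol of Fig. 2d, to which the legend of Fig. 3 refers for panels that include Fig. 3f, a pathway analysis of the same sequencing data. The paper states that the authors aligned the reads with Hisat2 and tested differential expression with DESeq2. The table that the authors deposited holds 54532 genes and 6 columns of values, and no unit is stated for it. The headings of these 6 columns (A, B, C, A1, B1 and C1) match no sample label, so no column could be given to a sample or a group without going by column order or by the values. None of the 6 columns was used here. The comparisons of Cdo1LKO with WT that had been set before the data were examined, the rule for choosing named genes, and the alternatives to them were therefore not run, and no expression value, fold change or p-value is reported.

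What is reported is where sequences that the paper lists lie in the mouse reference. The sequences of the shRNA targets and primers were copied from text versions of the paper and its supplement, in which errors of conversion cannot be told from those of the original. They were searched for in the 141767 transcript sequences of GENCODE mouse release M21 (genome build GRCm38) with Python 3.11.15, as exact matches with 0 mismatches allowed. Each shRNA target was searched for on both strands, and on the sense strand also with up to 1 and up to 2 substitutions allowed, the forward primer of each qPCR pair on the sense strand, and the reverse primer as its reverse complement. Positions on the chromosome were read from the exons of one protein-coding transcript per gene, the APPRIS principal transcript, which is the isoform that the annotation ranks as the main one. Where a gene has several, the longest was taken, and another transcript would give other exon numbers and could give another product length. Where a reverse primer had no exact match, its closest site in that transcript was found with edlib 1.3.9 as the site with the smallest number of substitutions, insertions and deletions. Coordinates count from 1. The search covers spliced transcripts only, so sites in introns and promoters, and genomic off-target sites, were not looked for. Human sequences were not analysed here. The drawing of the exons was made with matplotlib 3.10.9.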

Additional observations from a re-analysis of the deposited data (not part of the article)

How the results depend on the processing

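No paired analysis was possible because none of the columns was matched to a sample. The headings are 2 sets that share letters, and whether the shared letters pair the samples was not tested. No test of expression was run, so none of the alternatives set for those tests before the data were examined was run either.

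The alternatives for the sequence searches were added after the exact matches were seen. With up to 1 substitution allowed, each of the 5 shRNA targets matched as many genes as it did exactly. With up to 2 substitutions allowed, the number of genes matched by the shAMPKα1 target rose from 1 to 2, the added gene being Pwwp2b, and the numbers for the shNC, shAMPKα2, shCamkk2 and shLKB1 targets were the same. With any transcript of the named gene accepted in place of the principal one, the number of primer pairs that matched exactly was the same, 9. That number could not have differed, so it does not test the choice of transcript. The 9 pairs already matched in the principal transcript, and the reverse primers of the other pairs matched no transcript searched.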
